# Single-nucleus transcriptomic mapping of blast-induced traumatic brain injury in mice hippocampus

**DOI:** 10.1038/s41597-023-02552-x

**Published:** 2023-09-20

**Authors:** Lingxuan Zhang, Qiuyun Yang, Ruixuan Yuan, Manrui Li, Meili Lv, Lin Zhang, Xiaoqi Xie, Weibo Liang, Xiameng Chen

**Keywords:** White matter injury, Pathogenesis

## Abstract

As a significant type of traumatic brain injury (TBI), blast-induced traumatic brain injury (bTBI) frequently results in severe neurological and psychological impairments. Due to its unique mechanistic and clinical features, bTBI presents diagnostic and therapeutic challenges compared to other TBI forms. The hippocampus, an important site for secondary injury of bTBI, serves as a key niche for neural regeneration and repair post-injury, and is closely associated with the neurological outcomes of bTBI patients. Nonetheless, the pathophysiological alterations of hippocampus underpinning bTBI remain enigmatic, and a corresponding transcriptomic dataset for research reference is yet to be established. In this investigation, the single-nucleus RNA sequencing (snRNA-seq) technique was employed to sequence individual hippocampal nuclei of mice from bTBI and sham group. Upon stringent quality control, gene expression data from 17,278 nuclei were obtained, with the dataset’s reliability substantiated through various analytical methods. This dataset holds considerable potential for exploring secondary hippocampal injury and neurogenesis mechanisms following bTBI, with important reference value for the identification of specific diagnostic and therapeutic targets for bTBI.

## Background & Summary

Blast-induced traumatic brain injury (bTBI) is a type of traumatic brain injury (TBI) caused by blast shock wave^1^. Militarily, bTBI is the leading cause of casualties and disabilities among active servicemen in conflict area^2^. In daily life, bTBI can also occur as a result of explosions caused by chemical or industrial accidents. Increasing amounts of data show that bTBI is becoming more common as a type of TBI^3–6^. Compared to other types of TBI, bTBI has unique mechanisms of onset, pathological changes, and clinical manifestations. bTBI is primarily caused by the rapid release of shock waves generated by an explosion^7^. In contrast, traditional TBIs result from direct physical impact or deceleration forces without the explosive component. Increased activation and proliferation of astrocytes, as well as periventricular axonal damage detected through immunohistochemistry for amyloid precursor protein, are prominent neuro-pathological findings in bTBI^8,9^. Studies on the mechanism of injury have shown that the neural impact of bTBI is characterized by diffuse, widespread, and spatially variable patterns, which differ from other forms of brain injury^10^. In that case, the prognosis of bTBI is notably more intricate compared to other types of TBIs, including cognitive impairments, memory loss, headaches, and sleep disturbances^11^. Currently, it is challenging to study the diagnosis and treatment of bTBI, and there is no specific target for diagnosis or treatment.

Understanding the mechanisms of secondary injury and neural repair after bTBI is critical to addressing the aforementioned issues. However, the mechanisms are not entirely clear at present. Previous studies have demonstrated that neural stem cells (NSCs) in neurogenic regions play a key role in neural repair after brain injury^12^. Meanwhile, the secondary injury of the hippocampus has been shown to be closely associated with significant aftermath problems, including cognitive impairment, epilepsy, post-traumatic stress disorder, and affective disorder, after bTBI^13^. Consequently, the hippocampus has assumed a pivotal role in bTBI research, yielding significant advancements encompassing injury mechanisms, bTBI-related consequences and diagnosis. For instance, in the realm of secondary injury mechanisms following bTBI, Ratliff *et al*., observed a reduction in dendritic structure complexity among hippocampal neurons in mice^14^, elucidating potential underpinnings for cognitive and memory impairments following bTBI. However, a comprehensive comprehension of the molecular mechanisms underpinning this occurrence necessitates further inquiry. In the arena of post-sequelae research after bTBI, Chen *et al*. identified heightened tau protein phosphorylation triggered by bTBI, mirroring pathological features observed in the brains of individuals with Alzheimer’s disease (AD)^15^. Nevertheless, the intricate molecular pathways governing tau protein signaling subsequent to bTBI remain to be further investigated, as unraveling this intricacy stands to significantly inform future AD preventive strategies. Furthermore, propelled by the relentless progress of neuroimaging techniques, novel methods for brain imaging have surfaced in the domain of bTBI diagnostic research. Davenport *et al*.‘s investigation leveraged diffusion tensor imaging (DTI) to discern neuropathological shifts within the brain post bTBI, serving diagnostic aims^10^. However, this approach still lacks distinctly specific markers tailored for bTBI-induced injuries. In summary, the pursuit of resolutions to the aforementioned quandaries demands a deeper delve into the intricate mechanisms governing hippocampal neuron cell detriment, nuanced fluctuations in bTBI responses, and the quest for injury-specific biological markers.

To address the aforementioned issues, we used a breakthrough research technology in recent years- single nuclei RNA sequencing (snRNA-seq)^16^, to study specific transcriptome alterations in the hippocampus after bTBI in greater depth, so as to provide a powerful reference map. This approach allows for the independent RNA expression profiling of each nucleus by sequencing the RNA at the individual cell level. As a result, we can gain a deeper understanding of the state, gene expression changes, and interaction mechanisms of different types/ sub-type of cells in the hippocampus after bTBI^17^. Based on a well-established animal model of bTBI, snRNA-seq was performed on murine hippocampus, and a high-quality dataset of bTBI was obtained for the first time. Here, we demonstrated that the dataset has the sequencing depth required for in-depth analysis, and used strict standards to control its quality. Additionally, the dataset’s high quality and reliability were confirmed through cell clustering, cell type annotation, differentially expressed gene analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) signal pathway enrichment analysis, pseudotime analysis, combined with previous literature reports. This dataset can be used to identify the cell types/sub-types of hippocampus, discover new marker genes, examine transcriptomic changes in distinct cell types, and characterize the differentiation routes of NSCs after bTBI. Therefore, this data is suitable for those interested in exploring hippocampal cell types, the mechanisms and pathogenesis of secondary injury after bTBI, as well as related NSC differentiation, with significant reference value for mining specific targets for the diagnosis or treatment of bTBI.

## Methods

### Animals

All animal experimental procedures were carried out in accordance with local laws and institutional guidelines, with approval granted by the Experimental Animal Ethics Committee of West China Hospital, Sichuan University (Approval Number: 2020386 A). Furthermore, these procedures were executed following the principles delineated in the guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH publication #85-23, revised in 1985). C57BL/6 J mice aged between 7–10 weeks (n = 3/group) were selected for the study. Mice were kept under standard conditions of 12-hour light-dark cycle, temperature 22–25 °C, and relative humidity 40–60%, with ad libitum access to food and water. The experimental animals were sourced from ENSIWEIER Bio-Technology Co., Ltd. in Chengdu.

### Blast-traumatic brain injury

In this experiment, C57BL/6 J mice aged 7–10 weeks were randomly assigned to either a bTBI or a sham-operated group, with 3 mice in each group. They were housed in a room with a 12-hour light-dark cycle and controlled temperature. Prior to surgery, the mice were anesthetized with intraperitoneal injection of pentobarbital (5 mg/100 g ip) and immobilized to prevent movement. In the bTBI group, a BST-I biological shock tube driven by compressed gas was used to expose the mice to a 5.0 MPa blast shock wave, created by rupturing an aluminum sheet with high-pressure compressed gas, to simulate open-field conditions and construct the bTBI injury model^18^. In contrast, the sham-operated group was anesthetized and placed near the blast chamber, but was not exposed to the blast shock wave. After the blast shock, all mice were returned to a 12-hour light-dark cycle, temperature-controlled room for housing after they regained consciousness. After 48 hours of injury, 4% isoflurane was used for anesthesia, followed by 1–2% isoflurane for maintenance anesthesia. The mouse brain tissue from the hippocampal region was micro-dissected (n = 3/group) after cardiac perfusion of 20–25 ml of PSB treated with hypothermia until the mouse liver turned pale. The brain tissues were washed in pre-chilled PBS to remove any residual blood and placed in liquid nitrogen for rapid freezing before being transferred to −80 °C for subsequent experiments.

### Neurobehavioral assessment

At 6 hours after bTBI, we conducted the Modified Neurological Severity Score (mNSS) test on the mice to evaluate the degree of neurological impairment and behavioral functional deficits. This test involved motor, sensory, reflex, and balance assessments, with scores ranging from 0 to 18. A higher score indicates more severe neurological impairment, while a score of 0 indicates normal neurological function with no deficits. A maximum score of 18 indicates loss of consciousness or death^19^.

### Nuclei isolation

The frozen hippocampus was treated with NLB buffer (0.2 U/μL RNase Inhibitor (Takara, Kyoto, Japan), 250 mM sucrose, 10 mM Tris-HCl, 3 mM MgAc2, 0.1% Triton X-100 (Sigma-Aldrich, St Louis, MO, USA), 0.1 mM EDTA) for purification of nuclei using density gradient centrifugation with sucrose solutions of varying concentrations. The resulting nuclei were visually inspected for appearance and cell lysis using trypan blue, and the concentration was adjusted to 1,000 nuclei/μL for snRNA-seq.

### Single nucleus RNA sequencing

cDNA synthesis, library construction, and single-nucleus RNA sequencing were carried out by NovelBio Co., Ltd. located in Shanghai, China. The experiment utilized the Chromium Single Cell 3′ Reagents Kits v3.1 (10x Genomics, Pleasanton, USA). Sequencing was performed on a 10x Genomics Chrome Controller instrument in strict accordance with the Chrome Single Cell 3′ Reagent Kit v3.1 user guide. Briefly, after washing twice with 1 × PBS + 0.04% BSA, nuclei at a concentration of 1,000 nuclei/μL were added to the 10 × Genomics Chromium Controller machine to generate Gel Beads. A controller machine was used to produce Gel Beads-in-Emulsion (GEM) for the experiment. The mRNA was prepared using the 10x Genomics Chromium Single Cell 3′ reagent kit featuring V3.1 chemistry. During this step, nuclei were combined with oligonucleotide-coated Gel Beads in the GEM. The oligonucleotides included poly-dT sequences and specific barcodes for each cell and transcript, which enabled the mRNA to be released after nucleolysis within the droplet. after reverse transcription, the barcoded-cDNA is released from the GME and purified. Once the library preparation was deemed sufficient, the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific, Waltham, MA, USA) was applied to quantify the final libraries. Additionally, the quality and concentration of the final library were evaluated using Bioanalyzer 2200 (Agilent Technologies, Santa Clara, CA, USA). Finally, all libraries were subjected to a 150 bp paired-end run using the Novaseq. 6000 (Illumina, San Diego, CA, USA).

The raw data was converted into FASTQ files and analyzed using CellRanger v3.1.0. We compared the short reads with the mouse reference genome (GRCm38 Ensembl: version 92) and generated feature-barcode matrices containing the barcode and unique molecular identifier (UMI) counts.

### Normalization, clustering and data visualization

We used the Seurat R package to conduct the following analysis^20^. First, we normalized the UMI counts for each gene via dividing the UMI counts by the total number of UMIs for the cell, multiplying by 10,000, and then log-transforming. We subsequently subjected the nuclei to a cell-level quality control procedure. For the percentage of mitochondrial transcripts detected in each cell (percent.mt), the number of genes detected in each nucleus (nFeature_RNA), and the total number of detected mRNA molecules detected in the nucleus (nCount_RNA), we established stringent thresholds (nFeature_RNA per cell must be higher than 200 and be less than 10,000; percent.mt must be less than 10%; nCount_RNA be less than 100,000.). Next, we identified the 2,000 highly variable genes using the FindVariableFeatures function in the Seurat R package. We performed principal component analysis (PCA) to reduce the dimensionality of the dataset using the RunPCA function in the Seurat R package. We plotted the cumulative standard deviation of each PC using the PCElbowPlot function in the Seurat R package to identify the inflection point, which indicated the number of PCs that explained the majority of the variance. We used the ScoreJackStraw function in the Seurat R package to identify the significance of each gene in association with each PC and obtained the optimal number of principal components (PCs) for cluster analysis and visualization. We used the FindNeighbors function with the top10 PCs and the FindClusters function with a resolution of 0.8 in the Seurat R package for unsupervised clustering of the dataset. The other parameters were set as the default parameters. The clusters were then visualized using the Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) method. Finally, marker genes were automatically calculated by Wilcoxon rank sum test using the FindAllMarkers function in the Seurat R package.

### Pseudotime analysis

Reprogramming trajectory analysis of neural stem cells (NSCs) was conducted using Monocle2. This visualizes the pseudotime trajectory as a tree structure in reduced dimensional space. In this paper, we used the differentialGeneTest function (with a q-value threshold of < 0.05) in the Monocle2 R package to identify significantly changed genes. Heatmaps were used to show gene sequences with certain expression patterns along the trajectory direction. Based on Pseudotime analysis, we analyzed and showed some of the fate-specific genes that affect the fate of cell developmental processes at branching points on single-cell trajectories using the branching expression analysis model (BEAM).

### Functional annotation and pathway analysis

We conducted Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses using the clusterProfiler R package^21^. Fisher’s exact test was employed to determine the GO categories and pathways, and the p-values were corrected using the false discovery rate (FDR). Enrichment items with a p-value < 0.05 were considered to be significantly enriched.

## Data Records

The sequencing raw data has been uploaded to Gene Expression Omnibus (GEO) (project number: GSE230253^22^; GSM7210822 for Sham; GSM7210821 for bTBI). We also uploaded the data to figshare as matrix.mtx.gz, features.tsv.gz and barcodes.tsv.gz in a matrix format, respectively (10.6084/m9.figshare.22659415 for Sham^23^; 10.6084/m9.figshare.22659406 for bTBI^24^). Through the raw data we provide, the FASTQ files can be processed using Cell Ranger to generate BAM files.

## Technical Validation

In this investigation, we utilized the single-nucleus RNA sequencing (snRNA-seq) technique to sequence individual hippocampal nuclei from both the bTBI and sham groups of mice (Fig. 1a). 

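Nuclei came from frozen hippocampi taken 48 hours after a blast shock wave of 5 MPa or a sham operation, with 3 mice per group, and each group gave 1 library. The paper gives the age of the mice as 7 to 10 weeks, the sample labels give 6 to 8 weeks and the series record gives 8 to 10 weeks. The deposited values were whole-number UMI counts per gene and nucleus, which the authors made with Cell Ranger 3.1.0 against GRCm38 for 30905 genes. They held the nuclei as called by Cell Ranger, before the filters of the paper, with 70924998 UMIs in the bTBI library and 62908583 in the sham library. No nucleus could be traced to a mouse, so the number of replicates was 1 per condition. No test was therefore made between the conditions, and each difference reported describes these 2 libraries. A level is given in CPM, the usual scaling of the UMIs of a gene to the total UMIs, both summed over the nuclei of a class in a library, with an exact Poisson 95% interval. A log2 ratio sets the CPM of the bTBI library over that of the sham library, with an exact conditional Poisson 95% interval, and a share of nuclei has an exact Clopper-Pearson 95% interval. These intervals cover counting error only, not the spread among mice. Those of CPM and log2 ratios take UMIs as independent counts, so they leave out the spread among nuclei too. Clusters were named from marker lists fixed before the data were examined, so a class is neuron-like or microglia-like by its markers alone. The markers that the paper prints were left out of these lists where they could be. They may still be among the variable genes on which the clusters were built.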

The analysis of modified Neurological Severity Score (mNSS) at 6 hours post bTBI revealed a significant disparity between the bTBI group and the sham group, indicating the impact of bTBI (Fig. 1b). The 10x Genomics Chromium platform was used to construct a snRNA-seq library from the hippocampus of bTBI mice and the sham control. Subsequently, sequencing and bioinformatic analysis were performed. In the bTBI and sham operation groups, 9823 and 7834 nuclei were involved, respectively. Per group, the median UMI counts detected in each nucleus were 6568 and 5801, and the average gene readings in each nucleus were 45667 and 36326, and the average gene counts were 2658 and 2480, respectively. 

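The nuclei of the bTBI library were less deeply sampled than those of the sham library. The deposited matrices held 9823 bTBI nuclei and 7834 sham nuclei. The median nucleus held 5801 UMIs in bTBI and 6567.5 UMIs in sham, and the means were 7220 and 8030 UMIs. The median number of genes with a UMI was 2480 per bTBI nucleus and 2658.5 per sham nucleus, and the means were 2571 and 2697. After the filters, the medians were 2453 and 2644 genes. When each of these nuclei was thinned at random to 2000 UMIs, the medians were 1161 genes in bTBI and 1158 in sham. The thinning left out 1178 bTBI nuclei (12.6%) and 815 sham nuclei (10.8%) that held fewer UMIs.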

The saturation curves for the 2 groups shows that there is a similar distribution and very small technical differences in data quality metrics between the bTBI and sham operation groups (Fig. 1c). These sequence saturation curves are based on the notion of sequencing saturation. The detailed calculation method for sequencing saturation can be accessed on the 10x Genomics official website (https://kb.10xgenomics.com/hc/en-us/articles/115003646912).

**Fig. 1:**
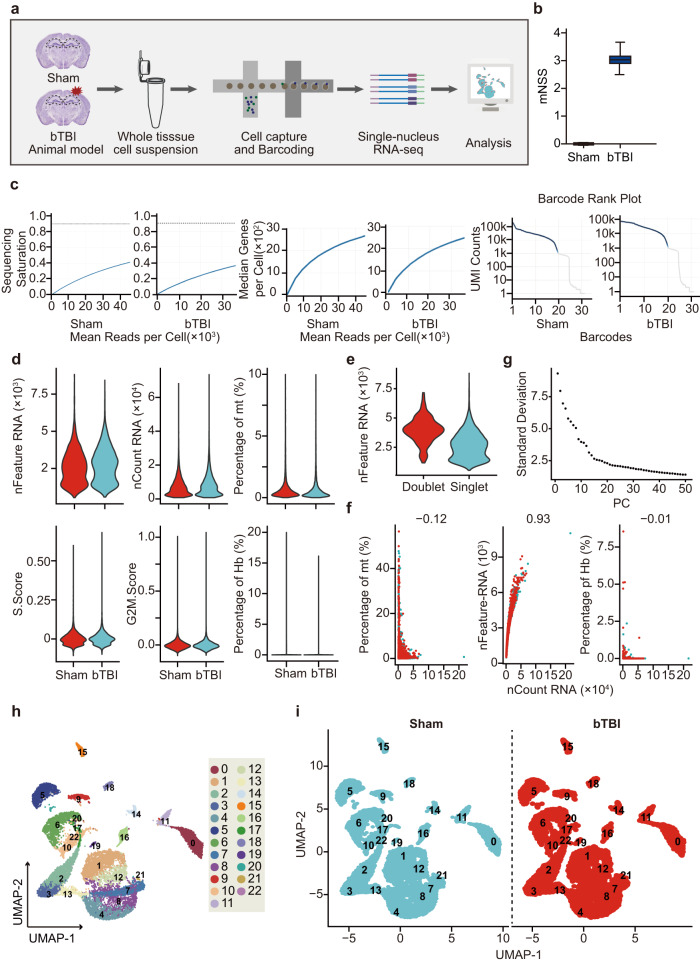
Workflow and quality control. (**a**) Summary of experimental design. (**b**) Neurobehavioral assessment by mNSS test results. (**c**) Raw data of the Single nucleus RNA sequencing. Left: Sequencing Saturation, Mid: Median gene per cell, Right: Barcode Rank Plot. (**d**) Single nucleus RNA sequencing quality control. (**e**) The nFeature RNA for single or double cell. (**f**) The correlation coefficient between Percentage of mt(left), Feature RNA(mid),Percentage pf and nCount RNA. (**g**) The correlation coefficient between Standard Deviation and PC values. (**h**) UMAP plots of the hippocampal cells. (**i**) UMAP plots of Sham and bTBI.

To eliminate the potential low-quality results that may be caused by cell disruption, apoptosis, or other technical factors, dead cells need to be removed from subsequent analysis. After cell death, RNA leaks out of the cytoplasm due to increased cell permeability and membranolysis, while mitochondrial transcripts are retained, resulting in an increase in the percentage of mitochondrial transcripts. Therefore, cells with a high percentage of mitochondrial transcripts (percent.mt) were interpreted as dead cells. Additionally, nuclei from dead cells often have a much lower number of genes detected than normal cells. Therefore, we set strict thresholds for percent.mt and the number of genes (nFeature_RNA) detected in each nucleus (Fig. 1d), to ensure high data quality. Specifically, we required that nFeature_RNA per nucleus be higher than 200 and percent.mt be less than 10%. We also required that nFeature_RNA be less than 10,000 and nCount_RNA be less than 100,000, as excessive gene numbers are often indicative of double nuclei. Furthermore, we used the DoubletFinder R package to screen for double nuclei and remove them (Fig. 1e). 

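Few nuclei lay outside these thresholds in either library. The share of mitochondrial transcripts was 10% or more in 75 bTBI nuclei and in 100 sham nuclei. Its median over all nuclei was 0.427% in bTBI and 0.368% in sham. A single sham nucleus had 10000 genes or more, and a single sham nucleus had 100000 UMIs or more. No nucleus had 200 genes or fewer. The thresholds kept 9748 bTBI nuclei and 7733 sham nuclei.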

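Nuclei called as doublets held more UMIs and more genes than the rest. Doublets were scored with Scrublet within each library, since DoubletFinder was not used here. It called 374 bTBI nuclei (3.81%) and 223 sham nuclei (2.85%), at score thresholds of 0.199 and 0.221 that it set on its own. The median doublet held 3574 genes in bTBI and 3646 in sham, against 2442 and 2623 genes in single nuclei. In UMIs, the medians were 10180 and 10283 for doublets and 5660 and 6471 for single nuclei.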

Following these screening steps, we retained 17,278 high-quality nuclei, with 9,639 and 7,639 nuclei in the bTBI and sham operation groups, respectively. 

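The thresholds and the doublet calls together left 16889 nuclei, of which 9375 were from the bTBI library and 7514 from the sham library. The kept nuclei held 797 to 68091 UMIs in bTBI and 765 to 73461 UMIs in sham. Their median was 5709 UMIs in bTBI and 6539 UMIs in sham.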

The correlation coefficient between percent.mt and nCount_RNA was −0.12, and the correlation coefficient between percent.hb and nCount_RNA was −0.01 in the bTBI and the sham control, indicating that mitochondrial transcripts and erythrocyte genes did not change with increasing sequencing depth. 

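Over all 17657 deposited nuclei, the mitochondrial share had a Pearson correlation of −0.122 with the UMIs of a nucleus. The share of hemoglobin transcripts had a correlation of −0.014 with the UMIs. Within the bTBI library, these coefficients were −0.113 and −0.0175, and within the sham library they were −0.131 and −0.00599. They are correlations across nuclei, which are not independent replicates.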

At the same time, the correlation coefficient between nFeature_RNA and nCount_RNA was 0.93, suggesting that the number of genes detected increased with deepening sequencing depth (Fig. 1f). These above results further demonstrate that our data correspond to living cells. 

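The number of genes per nucleus followed its UMIs closely, with a Pearson coefficient of 0.931 over the deposited nuclei of both libraries. The coefficient was 0.95 within the bTBI library and 0.914 within the sham library.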

In conclusion, by performing the above screening steps, we obtained high-quality single-nucleus transcriptomic datasets from the hippocampus of bTBI mice and sham control.

To further analyze the cell population and assess the utility value of our dataset, we employed the principal component analysis (PCA) (Fig. 1g). Using unsupervised calculation, the FindClusters function in the Seurat R package divided the nuclei into 23 clusters, and UMAP projected all sequenced nuclei into a 2-dimensional space (Fig. 1h). 

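With 2000 variable genes, 10 PCs and a resolution of 0.8 in Seurat 5.3.0, the kept nuclei fell into 19 clusters. Of these, 10 were neuron-like, and each of 8 others took the name of a glial, vascular or ventricular class. The largest was a neuron-like cluster of 3478 nuclei, followed by the oligodendrocyte-like cluster of 2096 nuclei. A cluster of 38 nuclei was left unnamed because neuronal and glial markers were both high in it. The smallest neuron-like cluster held 122 nuclei.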

Our results showed that the data from bTBI and sham operation groups had similar distribution on the 2-dimensional map, indicating that we successfully removed the influence of batch effects after our previous quality control steps (Fig. 1i). 

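Both libraries were present in every cluster, in unequal parts. The bTBI library gave 55.5% of the kept nuclei, and its part of a cluster ran from 49.3% in the largest neuron-like cluster to 89.5% in the unnamed one. It lay within 10 points of 55.5% in 15 of the 19 clusters. The other clusters were neuron-like clusters of 1502 nuclei (72.0%, 95% interval 69.7 to 74.3) and of 546 nuclei (68.1%, 64.0 to 72.0), the endothelial-like cluster (74.0%, 68.6 to 79.0) and the unnamed one (75.2 to 97.1). Among the 20 nearest neighbours of a nucleus, 53.4% came from its own library, against 50.6% for fully mixed libraries. No batch integration was applied, as the methods name none.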

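Neuron-like nuclei made up most of both libraries, with 67.8% of the nuclei in bTBI (95% interval 66.9 to 68.8, 6359 nuclei) and 66.2% in sham (65.1 to 67.3, 4974 nuclei). Oligodendrocyte-like nuclei, the myelinating glia, made up less of the bTBI library, at 11.1% (10.5 to 11.7) against 14.1% (13.3 to 14.9). Microglia-like nuclei were 2.99% of the bTBI library (2.65 to 3.35) and 3.7% of the sham library (3.28 to 4.15). Endothelial-like nuclei, which line the vessels, were 2.28% in bTBI (1.99 to 2.61, 214 nuclei) and 0.998% in sham (0.786 to 1.25, 75 nuclei). NSC & astrocyte-like nuclei were 7.36% and 6.83% of the bTBI and sham libraries, and OPC-like nuclei were 3.14% and 3.11%. Fibroblast-like nuclei, which carry meningeal markers, were 2.06% and 1.88%. The ventricular classes were ependymal-like nuclei, at 1.75% and 1.76%, and choroid plexus-like nuclei, at 1.15% and 1.41%. No cluster took the mural name, and 74 mural-like nuclei came apart when the vascular clusters were clustered on their own, a step added after the data were seen. Of these, 72 came from the fibroblast-like class and were 21.6% of it. Each share is of all kept nuclei of a library after the doublet calls were removed. The naming thresholds, set after the clusters were seen, left out 0.363% of bTBI nuclei and 0.0532% of sham nuclei.

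**Figure D1:**
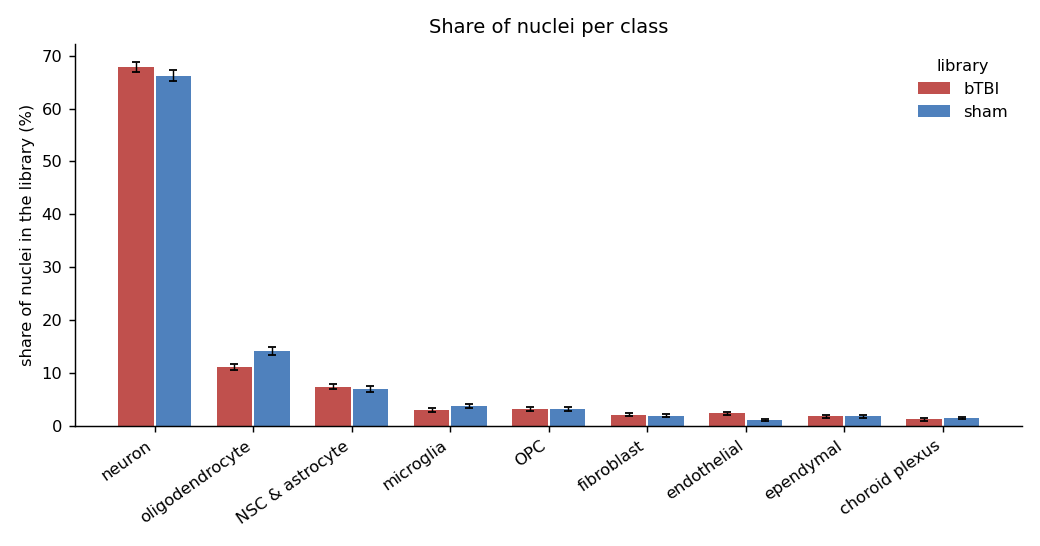
Share of nuclei in percent for each of the 9 named classes in the bTBI and the sham library, with exact 95% binomial intervals as error bars. The share of endothelial-like nuclei stands at 2.28% in bTBI and 0.998% in sham.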

Based on known specific markers, the hippocampal nuclei were classified into 9 major cell types: neurons, mural cells, choroid plexus cells, endothelial cells, ependymal cells, oligodendrocyte precursor cells (OPCs), microglia, NSC & astrocytes, and oligodendrocytes^25–30^ (Fig. 2a). 

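*Rbfox3* (ENSMUSG00000025576, chromosome 11 from 118489762 to 118911597 of GRCm38), which encodes the neuronal nuclear protein NeuN, was highest in neuron-like nuclei. Its level there was 459 CPM in bTBI (95% interval 454 to 465) and 466 CPM in sham (460.3 to 472). In oligodendrocyte-like nuclei, which should lack it, the levels were 58.9 and 69.1 CPM. Over both libraries, the next class after neurons was microglia-like, at 110.04 CPM. At 2000 UMIs per nucleus, 56.4% of bTBI neuron-like nuclei (55.2 to 57.7) and 58.4% of sham ones (57.0 to 59.8) had an *Rbfox3* UMI, against 9.98% and 12.6% of oligodendrocyte-like nuclei. The thinning left out 199 bTBI and 74 sham neuron-like nuclei, and 388 and 398 oligodendrocyte-like nuclei. Without thinning, the shares were 88.2% and 91.7% in neuron-like nuclei, whose median depth was 7831 UMIs in bTBI and 9083 in sham. In oligodendrocyte-like nuclei, with median depths of 2253 and 2230 UMIs, they were 13.2% and 14.9%.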

The marker gene *Rbfox3*, which is specifically expressed by neurons, was used to annotate fifteen clusters as neurons. Additionally, *Syt1*, *Meg3*, and *Snap25*, which are highly expressed in neurons, were also found to be highly enriched in these clusters, further supporting our annotation results. 

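*Syt1* (ENSMUSG00000035864, chromosome 10 from 108497650 to 109010982), the calcium sensor of synaptic vesicles, stood at 3728 CPM in bTBI and 3765 CPM in sham neuron-like nuclei. In oligodendrocyte-like nuclei its levels were 528 and 585 CPM. *Meg3* (ENSMUSG00000021268, chromosome 12 from 109541001 to 109571726), a long non-coding RNA, was at 6837 CPM in bTBI and 6449 CPM in sham neuron-like nuclei, and at 914 and 958 CPM in oligodendrocyte-like ones. *Snap25* (ENSMUSG00000027273, chromosome 2 from 136713453 to 136782428), a SNARE protein of the synapse, was at 1037 and 1043 CPM in neuron-like nuclei. It was at 753 and 684 CPM in oligodendrocyte-like nuclei and at 1109.6 and 804 CPM in microglia-like nuclei. Over both libraries, all 3 genes were highest in neuron-like nuclei, with microglia-like nuclei next at 869 CPM for *Syt1*, 1314 CPM for *Meg3* and 947 CPM for *Snap25*.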

The marker gene *Vtn*, which is commonly found in mural and endothelial cells, was highly enriched in cluster 14 and 18. 

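*Vtn* (ENSMUSG00000017344, chromosome 11 from 78499091 to 78502324), which encodes vitronectin, was highest in endothelial-like nuclei among the 9 named classes. Its level there was 423 CPM in bTBI (95% interval 382 to 468) and 225 CPM in sham (179 to 278). Fibroblast-like nuclei held 149.5 and 173 CPM, and oligodendrocyte-like nuclei 8.63 and 4.2 CPM. In the mural-like nuclei found by clustering the vascular clusters again, 47 from bTBI and 27 from sham, *Vtn* was at 398 CPM (268 to 568, 30 UMIs) and 755 CPM (523 to 1055, 34 UMIs), the latter above the endothelial-like level in sham.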

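*Flt1* (ENSMUSG00000029648, chromosome 5 from 147561604 to 147726011), a receptor of vascular endothelial growth factor, marked endothelial-like nuclei, at 3406 CPM in bTBI (95% interval 3288 to 3528) and 3302 CPM in sham (3119 to 3492). Fibroblast-like nuclei held 123 and 115 CPM, and oligodendrocyte-like nuclei 11.8 and 7.64 CPM. The contractile genes *Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590) and *Tagln* (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058) were divided between the vascular classes. In fibroblast-like nuclei, *Acta2* was at 64.6 CPM in bTBI and 283 CPM in sham, and *Tagln* at 18.2 and 181 CPM. In endothelial-like nuclei, the library order was the opposite, with *Acta2* at 149.8 CPM in bTBI and 46.0 CPM in sham, and *Tagln* at 110.4 and 29.8 CPM. The mural-like nuclei held 1 UMI of each in bTBI and 0 in sham. When the vascular clusters were clustered again, both genes led a sub-cluster of 26 nuclei, 15 from bTBI and 11 from sham, that stayed unnamed. Of the 108 *Acta2* UMIs of sham fibroblast-like nuclei, 107 lay in 8 of these nuclei.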

Notably, mural marker genes such as *Acta2* and *Tagln* were highly expressed in cluster 14, while the classical endothelial marker gene *Flt1* was highly enriched in cluster 18, leading us to annotate cluster 14 as mural cells and cluster 18 as endothelial cells. 

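*Clic6* (ENSMUSG00000022949, chromosome 16 from 92485736 to 92541243), which encodes a chloride intracellular channel protein, was at 663 CPM in bTBI (95% interval 589 to 743) and 779 CPM in sham (707 to 857) in choroid plexus-like nuclei, which form the epithelium that secretes cerebrospinal fluid. In ependymal-like nuclei it was at 27.4 and 42.8 CPM, and in oligodendrocyte-like nuclei at 4.32 and 6.11 CPM.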

Cluster 16 was annotated as choroid plexus cells by a specific marker gene *Clic6*. 

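*Tmem212* (ENSMUSG00000043164, chromosome 3 from 27866066 to 27896368), a transmembrane protein gene, was at 1161 CPM in bTBI (95% interval 1069 to 1258) and 1079.9 CPM in sham (996 to 1169) in ependymal-like nuclei, the ciliated lining of the ventricles. In oligodendrocyte-like nuclei its levels were 2.35 and 5.35 CPM. Over both libraries, the next class was microglia-like, at 8.46 CPM.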

The presence of the *Tmem212* in cluster 15 indicated that this cluster was ependymal cells. Cluster 11 was highly enriched with *Pdgfra*, which is often considered a specific marker gene for OPCs in previous literature, so it was annotated as OPCs. 

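*Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215), the receptor for platelet-derived growth factor, was highest in OPC-like nuclei, at 404 CPM in bTBI (95% interval 366 to 446) and 496 CPM in sham (451 to 545). Fibroblast-like nuclei held 84.8 and 115.5 CPM, and oligodendrocyte-like nuclei 7.85 and 11.1 CPM. *Cacng4*, which Fig. 2b also shows for OPCs, was at 542 CPM in OPC-like nuclei of both libraries together and at 45.7 CPM in the next class, the fibroblast-like one.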

The presence of the specific marker gene *Csf1r* in cluster 9 led us to define it as microglia cells. 

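*Csf1r* (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149), the receptor on which microglia depend for survival, was at 651 CPM in bTBI (95% interval 582 to 726) and 629 CPM in sham (566 to 698) in microglia-like nuclei. In oligodendrocyte-like nuclei it was at 12.2 and 10.7 CPM. The microglia-like class was the least deeply sampled class, with a median of 1653.5 UMIs per bTBI nucleus and 1864 UMIs per sham nucleus.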

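*Mog* (ENSMUSG00000076439, chromosome 17 from 37010743 to 37023398), a protein of the outer myelin surface, was at 824 CPM in bTBI (95% interval 789 to 860) and 781 CPM in sham (748 to 816) in oligodendrocyte-like nuclei. OPC-like nuclei held 38.4 and 30.3 CPM, and microglia-like nuclei 46.2 and 21.2 CPM.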

Cluster 0 was highly enriched with the oligodendrocyte cell-specific marker gene *Mog*. At the same time, we also noticed that the genes *Mbp*, *Opalin*, and *Plp1*, which were previously used to annotate oligodendrocyte cells, were also highly enriched in this cluster, so we annotated cluster 0 as oligodendrocyte cells. 

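*Mbp* (ENSMUSG00000041607, chromosome 18 from 82475146 to 82585637), which encodes a main protein of central myelin, was abundant in oligodendrocyte-like nuclei, at 3682 CPM in bTBI and 3444 CPM in sham. *Opalin* (ENSMUSG00000050121, chromosome 19 from 41061710 to 41077113), an oligodendrocyte membrane protein, was at 398 and 319 CPM. *Mbp* was also seen in OPC-like nuclei, at 809 and 507 CPM. The level of *Opalin* in microglia-like nuclei was 32.2 and 23.0 CPM. Of 15 myelin genes, 12 were higher in the bTBI library within oligodendrocyte-like nuclei, with a median log2 ratio of 0.14 at percentile 99.5 of matched random lists. *Mbp* had a ratio of 0.10 (95% interval 0.05 to 0.14), and *Mobp*, another gene of the list, −0.19 (−0.26 to −0.12). The same list had a median of 0.56 in microglia-like nuclei and 0.49 in NSC & astrocyte-like nuclei, which do not make myelin.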

There were many similar molecular characteristics NSCs and astrocytes. At present, a large number of studies held the viewpoint that hippocampal NSCs and astrocytes share some molecular characteristics and astrocytes exhibit stem cell properties under certain injury conditions, so we preliminarily grouped them into a large category^31,32^. 

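*Slc1a3* (ENSMUSG00000005360, chromosome 15 from 8634124 to 8710764), the glutamate transporter GLAST, was at 2155 CPM in bTBI (95% interval 2089 to 2223) and 2573 CPM in sham (2493 to 2655) in NSC & astrocyte-like nuclei. Fibroblast-like nuclei held 665 and 750.5 CPM, and oligodendrocyte-like nuclei 161 and 168 CPM. *Aqp4* (ENSMUSG00000024411, chromosome 18 from 15389496 to 15410982), the water channel of astrocyte endfeet, was at 323 CPM in bTBI and 201 CPM in sham NSC & astrocyte-like nuclei, and at 174 and 229.9 CPM in ependymal-like nuclei. *Egfr* (ENSMUSG00000020122, chromosome 11 from 16752203 to 16918158), the receptor for epidermal growth factor, was at 291 and 313 CPM in the class, and at 263 and 270.3 CPM in fibroblast-like nuclei. In oligodendrocyte-like nuclei, *Aqp4* was at 27.1 and 18.7 CPM, and *Egfr* at 8.24 and 2.29 CPM.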

We found that the marker gene *Slc1a3* was highly enriched in cluster 5, and the marker genes *Aqp4* and *Egfr*, which were previously used to annotate NSCs and astrocytes, were also enriched in the cluster, so cluster 5 was annotated as NSC & Astrocytes (Fig. 2b).

**Fig. 2:**
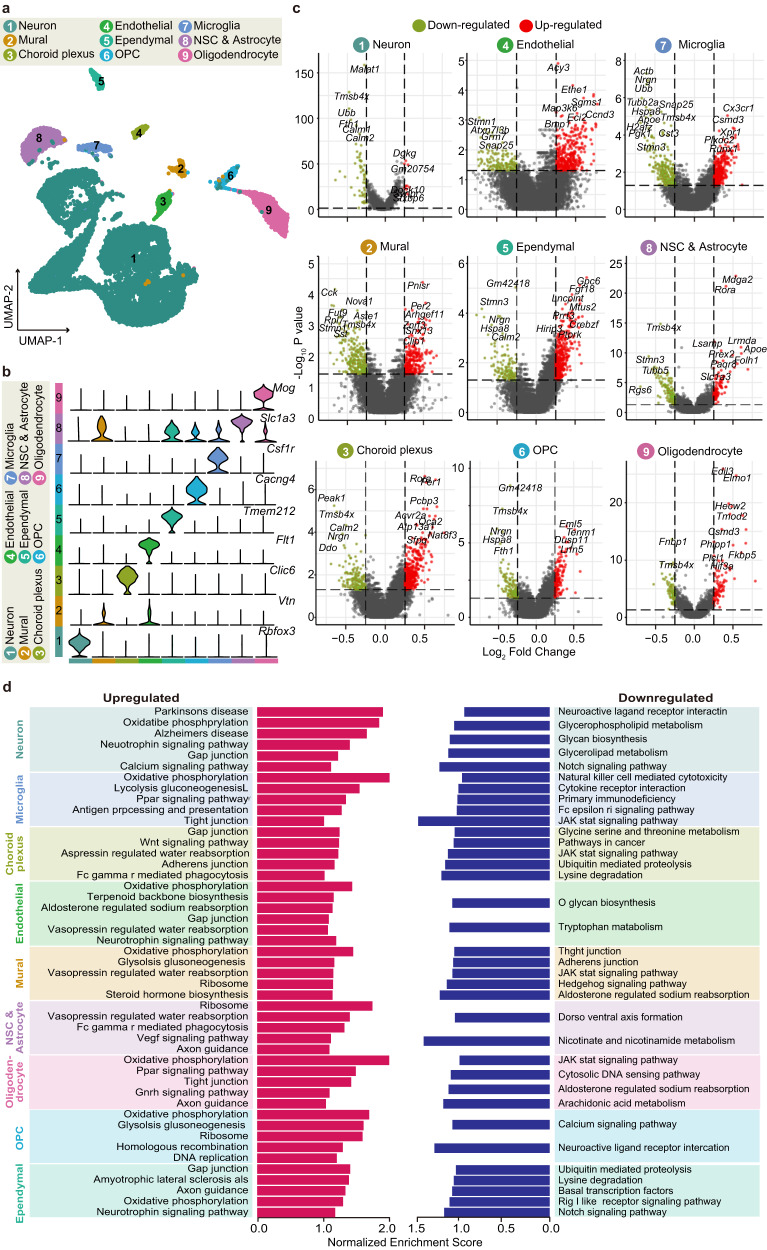
Difference analysis between the Sham and the bTBI hippocampus. (**a**) UMAP plot showing the annotation of hippocampal cells. (**b**) The expression of marker genes in each type of cells. (**c**) Gene expression in bTBI group compared with Sham. (**d**) The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis results.

To further validate the data have certain value in studying the transcriptomic changes after bTBI, we used the FindMarkers function and Wilcox rank sum test to screen for the 10,568 differentially expressed genes (DEGs) across the 9 cell types, using predefined criteria (min.pct = 0.01, logfc.threshold = 0.01). We defined DEGs with p_val < 0.05 and |log2FC| > 0.25 as significant. Among them, significantly up-regulated genes were defined as those with log2FC > 0.25, while significantly down-regulated genes were defined as those with log2FC < −0.25. 

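In oligodendrocyte-like nuclei, genes induced by the glucocorticoid receptor stood among the lowest in the bTBI library. *Sgk1* (ENSMUSG00000019970, chromosome 10 from 21882184 to 21999903), a kinase of salt and stress handling, had a log2 ratio of −1.88 (95% interval −2.19 to −1.58, 114 UMIs in bTBI and 431 in sham). *Fkbp5* (ENSMUSG00000024222, chromosome 17 from 28399094 to 28517527), which restrains the receptor, had −1.32 (−1.64 to −1.02), and *Zbtb16* had −1.62 (−1.85 to −1.39). *Ptgds*, the prostaglandin D synthase, had −1.67 (−1.90 to −1.44). In microglia-like nuclei, *Fkbp5* was also lower (−1.17, −1.53 to −0.82), and *Pde4b*, a phosphodiesterase of cyclic AMP, was highest (1.65, 1.24 to 2.07). *Slc15a2* (ENSMUSG00000022899, chromosome 16 from 36750177 to 36784962), a peptide transporter, was among the highest genes in neuron-like nuclei (1.18, 1.05 to 1.30), DG GC-like nuclei (1.38), CA1 Pyr-like nuclei (1.23) and oligodendrocyte-like nuclei (0.92). *Tuba1b*, an alpha-tubulin, was among the highest in 4 classes, including NSC & astrocyte-like (1.11, 0.69 to 1.55) and CA3 Pyr-like nuclei (1.11). In DG GC-like nuclei, the beta-tubulin *Tubb2b* was highest (1.48, 1.23 to 1.73). In CA1 Pyr-like nuclei, the prolactin receptor *Prlr* was lowest (−1.19, −1.51 to −0.88). In CA3 Pyr-like nuclei, *Tshz2*, which the marker lists hold for Subiculum, was highest (1.84, 1.44 to 2.26). Among all neuron-like nuclei, the clock repressor *Ciart* was lowest (−0.84, −1.08 to −0.61), and the prostaglandin receptor *Ptger3* (1.07) and *Unc13c* (1.05), which primes synaptic vesicles, were high. In NSC & astrocyte-like nuclei, *Reln* (1.49) and *Rgs6* (0.99) were high, and *Folh1* (−1.29), *Vcan* (−1.05) and *Etnppl* (−0.99) were low. The ratio of *Reln* rests on few nuclei, since 167 of its 224 UMIs in bTBI lay in 14 nuclei of a small cluster, and elsewhere in the class its intervals overlapped (24.1 to 41.3 CPM in bTBI, 14.7 to 30.3 CPM in sham). Among the lowest genes of microglia-like nuclei were *Slit3* (−1.59), *Lingo2* (−1.27) and *Dlgap2* (−1.26), which lead the largest neuron-like cluster, and all 3 lay above 0 when doublets were kept (*Slit3* at 0.47, *Lingo2* at 0.01 and *Dlgap2* at 0.37). These genes are the 10 at each end in the 4 largest classes and the 5 at each end elsewhere, ranked by size alone among genes with at least 200 UMIs in the class (50 in classes of under 500 nuclei) and a UMI in at least 5% of its nuclei. These directions rest on the labels of the deposited libraries. Fig. 2c draws *Fkbp5* as up in oligodendrocytes, and with sham set over bTBI the lowest genes here would be the highest. Ratios over all neuron-like nuclei also carry the unequal mix of sub-types.

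**Figure D2:**
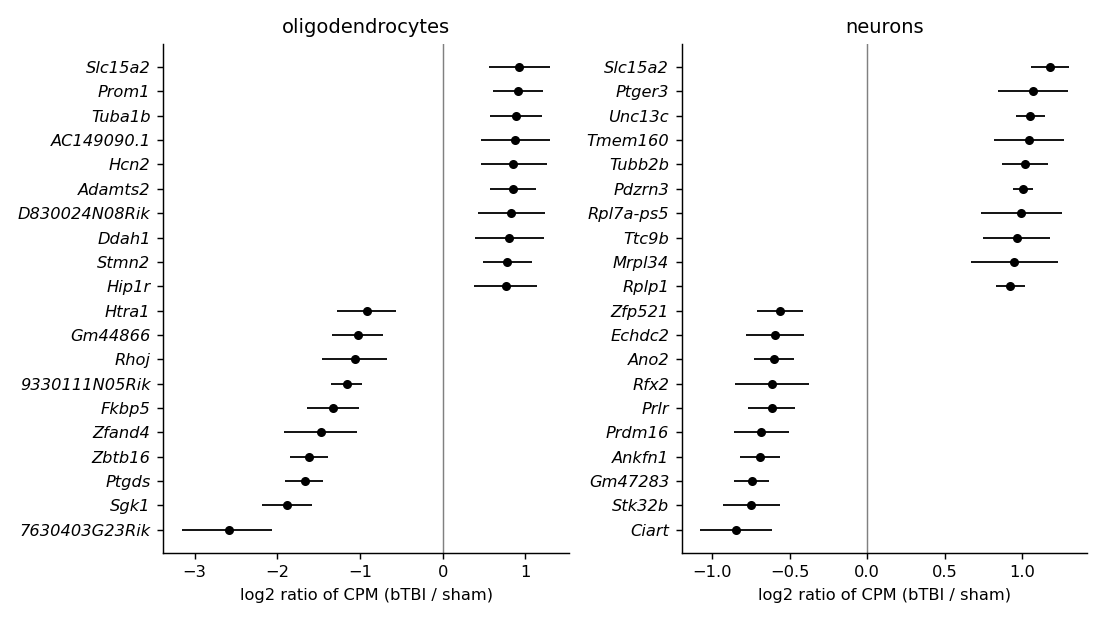
Log2 ratio of CPM, bTBI over sham, with 95% counting intervals, for the 10 genes with the highest and the 10 with the lowest ratio in oligodendrocyte-like and in neuron-like nuclei. Only genes with at least 200 UMIs in the class and a UMI in at least 5% of its nuclei were ranked. In oligodendrocyte-like nuclei the named genes run from −2.59 (*7630403G23Rik*) to 0.92 (*Slc15a2*), and in neuron-like nuclei from −0.84 (*Ciart*) to 1.18 (*Slc15a2*).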

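Genes of energy metabolism and protein synthesis were higher in the bTBI library in most classes. Of 64 measured nuclear-encoded genes of oxidative phosphorylation, 53 were higher in DG GC-like nuclei (median log2 ratio 0.22), 50 in CA1 Pyr-like nuclei (0.25) and 50 in CA3 Pyr-like nuclei (0.15). In CA1 Pyr-like nuclei, *Cox8a* of complex IV had a ratio of 0.54 (95% interval 0.39 to 0.68) and *Atp5b* of the ATP synthase 0.42 (0.27 to 0.57). The medians of this list were 0.31 in microglia-like, 0.24 in NSC & astrocyte-like and 0.19 in oligodendrocyte-like nuclei. Glycolysis genes had medians of 0.26, 0.29 and 0.29 in DG GC-like, CA1 Pyr-like and CA3 Pyr-like nuclei, with *Pkm* at 0.51 (0.37 to 0.65) in CA1 Pyr-like nuclei. Ribosomal protein genes had medians of 0.36, 0.36 and 0.44 in these sub-types and 0.66 in microglia-like nuclei. As a list, transcripts that are abundant in neuronal cytoplasm had a higher median in the bTBI library in each class measured. Their medians were 0.49, 0.55 and 0.56 in the same sub-types, and 0.31 to 0.49 in oligodendrocyte-like, NSC & astrocyte-like, microglia-like and OPC-like nuclei, where 21 or 22 of 22 members were higher. In CA3 Pyr-like nuclei, *Snap25*, the member with most UMIs, was lower (−0.05, −0.09 to −0.01), whereas *Camk2a* (0.13), *Calm2* (0.33) and *Tmsb4x* (0.64) were higher. More free RNA in the bTBI droplets may contribute to this list, as set out below. Whether it bears on the oxidative phosphorylation, glycolysis and ribosomal lists was not tested. Mitochondrially encoded genes, which a nucleus does not transcribe, had a median of 0.65 in CA1 Pyr-like nuclei and −0.29 in DG GC-like nuclei. Glucocorticoid response genes were lower in oligodendrocyte-like nuclei (11 of 15, median −0.40) and NSC & astrocyte-like nuclei (10 of 14, −0.37), with *Tsc22d3* at −0.29 (−0.45 to −0.12) in the former. Circadian clock genes were lower in oligodendrocyte-like nuclei (14 of 17, −0.52), with *Nr1d2* at −0.59 (−0.90 to −0.29), and in CA1 Pyr-like nuclei (12 of 17, −0.26). JAK-STAT pathway genes lay near 0 in neuron-like (0.06) and oligodendrocyte-like nuclei (−0.03) and at −0.20 in microglia-like nuclei (12 of 18 lower, percentile 3.21). All of these lists but the mitochondrially encoded one were chosen after Fig. 2c and 2d of the paper had been read, so they are not independent of these samples. Of the lists chosen without them, cholesterol synthesis was higher in all 16 measured genes of oligodendrocyte-like nuclei (0.39), with *Hmgcs1* at 0.69 (0.41 to 0.96), and in all 16 of CA3 Pyr-like nuclei (0.28). Heat shock genes had a median of 0.32 in neuron-like nuclei (14 of 15 higher), with *Hspa8* at 0.69 (0.63 to 0.74), and of 0.19 in DG GC-like nuclei. Immediate early genes had a median of 0.21 in CA1 Pyr-like nuclei (10 of 15 higher, percentile 99.5), with *Nr4a1* at 0.25 (0.06 to 0.45). In CA3 Pyr-like nuclei, *Homer1* was at −0.10 (−0.18 to −0.01). The intervals of *Bdnf* (−0.09), *Nr4a1* (−0.05) and *Nr4a3* (−0.04) held 0 there. Over 26 lists and 11 classes, 88 of 277 medians lay above and 24 below the central 95% of 10000 random lists matched on expression. At 2000 UMIs per nucleus, 63 lay above and 12 below. Members needed at least 20 UMIs in the class, and these percentiles describe the 2 libraries without testing the conditions.

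**Figure D3:**
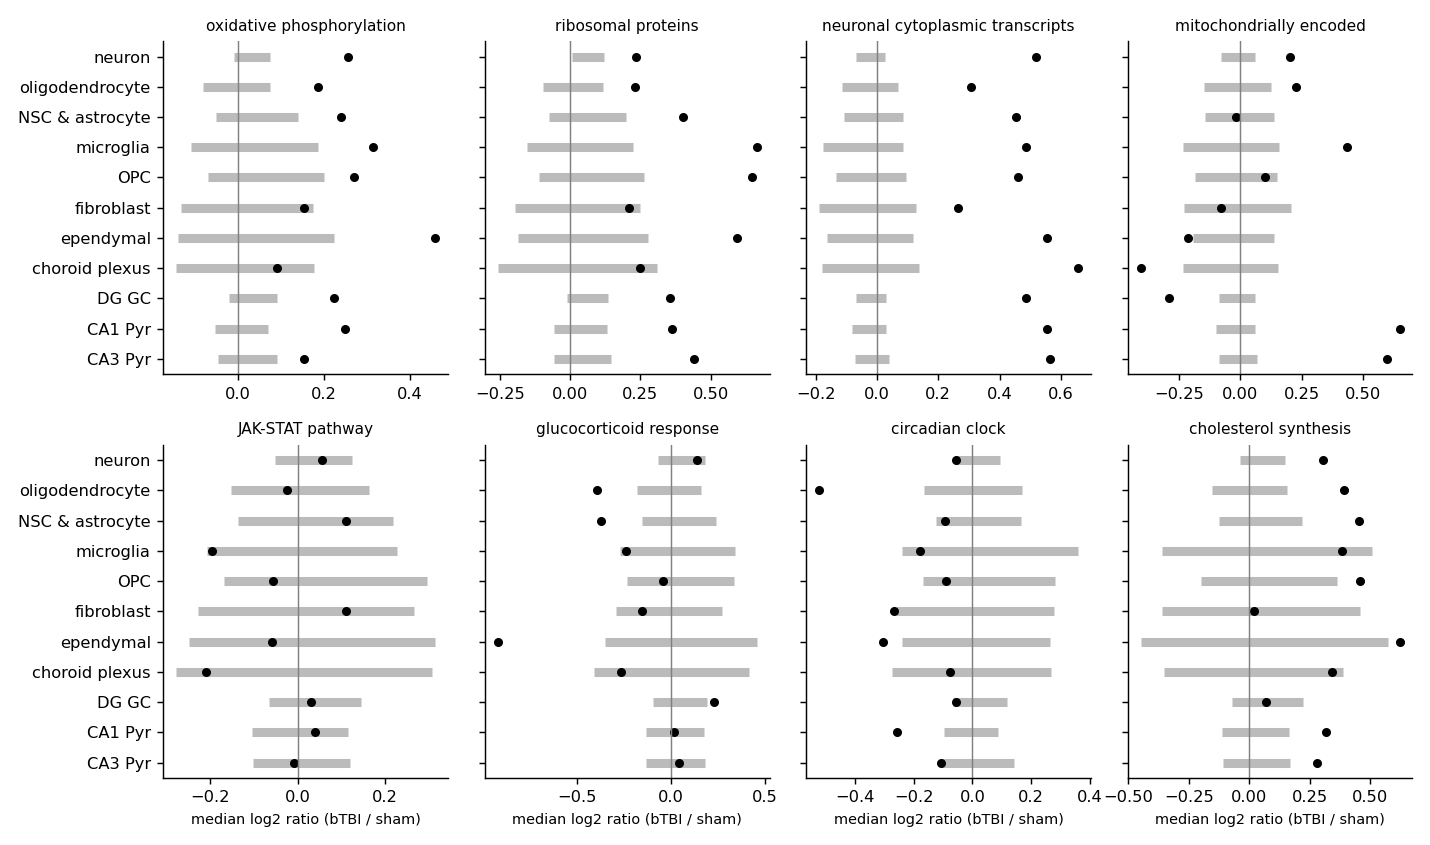
Median log2 ratio, bTBI over sham, of the measured members of 8 gene lists in 11 classes, with grey bars for the central 95% of matched random lists. The abundant neuronal cytoplasmic transcripts lie above the grey bar in glia as in neurons, with 0.31 in oligodendrocyte-like nuclei.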

We utilized these criteria to identify significant DEGs across the 9 cell types, presenting the subset of genes for each type, and performed KEGG analyses on the DEGs within each cell type (Fig. 2c,d). The functional analysis of those DEGs further supports the high quality of our dataset. For instance, after bTBI, the expression of *Apoe* was up-regulated in NSC & Astrocyte, which is consistent with the reported mechanism of *Apoe* mediating hippocampal neurogenesis induced by TBI^33^. Moreover, blood-brain barrier (BBB) injury is a common feature of secondary brain injury after TBI. 

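*Apoe* (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188 of GRCm38), the main lipid carrier made by astrocytes, was higher in the bTBI library in NSC & astrocyte-like nuclei. Its level was 1643 CPM in bTBI (95% interval 1585 to 1702, 3052 UMIs) and 1196 CPM in sham (1141 to 1252, 1805 UMIs). The log2 ratio was 0.46 (0.37 to 0.54). *Apoe* was not particular to this class. It was higher in all other classes measured but choroid plexus-like nuclei (−0.10, −0.47 to 0.27). The ratio was largest in endothelial-like nuclei (1.01, 0.83 to 1.18), and it was also above 0 in microglia-like (0.62, 0.44 to 0.81), neuron-like (0.57), fibroblast-like (0.55), OPC-like (0.49), ependymal-like (0.31) and oligodendrocyte-like nuclei (0.28). The neuronal sub-types stood at 0.33 (DG GC-like), 0.61 (CA1 Pyr-like) and 0.65 (CA3 Pyr-like). Reactive astrocyte genes were mostly higher in NSC & astrocyte-like nuclei, in 10 of 12 members. *Gfap*, the intermediate filament of reactive astrocytes, had a log2 ratio of 0.57 (0.26 to 0.88) there, and *Stat3* had 0.16 (−0.16 to 0.49). The median of the list was 0.24, at percentile 89.4 of matched random lists. Cholesterol synthesis genes were higher in this class in 15 of 16 members, with a median of 0.45.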

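*Tjp1* (ENSMUSG00000030516, chromosome 7 from 65296165 to 65527781), the scaffold protein of tight junctions, was lower in the bTBI library in endothelial-like nuclei. Its level was 1497 CPM in bTBI (95% interval 1419 to 1578, 1369 UMIs) and 2187 CPM in sham (2039 to 2343, 808 UMIs). The log2 ratio was −0.55 (−0.67 to −0.42). In this class, 16 of 17 genes of tight junctions and the blood-brain barrier were lower, with a median of −0.27. The glucose transporter *Slc2a1* had −0.44 (−0.61 to −0.28) and the efflux pump *Abcb1a* −0.46 (−0.64 to −0.29). This list was chosen after Fig. 2d had been read. At 2000 UMIs per nucleus its median was −0.00, and the class held 75 sham nuclei. *Acta2*, *Tagln* and *Vtn*, given above, were higher in bTBI in the same class, and whether this bears on the list was not tested. The median mitochondrial share of the class was 2.10% in bTBI and 1.30% in sham, and no endothelial-like class was left where this share was held under 1%, so RNA quality is not excluded. In other classes *Tjp1* did not go one way, with 0.21 in oligodendrocyte-like nuclei (0.10 to 0.32), 0.27 in OPC-like nuclei (0.06 to 0.49), 0.01 in NSC & astrocyte-like nuclei and −0.12 in DG GC-like nuclei.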

In our dataset, we observed that *Tjp1* (Z0-1), a gene related to tight junction protein (TJP) expression and essential for BBB function, was significantly down-regulated, which is consistent with the findings reported in previous studies, thus further supporting the reliability of our dataset^34^. Additionally, microglia, as the cellular component of the innate immune system in brain, showed significant up-regulation of *Cx3cr1* after injury, suggesting an activation of the inflammatory response, which aligns with the reported mechanism of microglia participating in neuroinflammatory responses after TBI^35–37^. 

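*Cx3cr1* (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879), the receptor through which microglia sense the neuronal chemokine fractalkine, was higher in the bTBI library in microglia-like nuclei. Its level was 840.2 CPM in bTBI (95% interval 762 to 925, 418 UMIs) and 657 CPM in sham (592 to 728, 372 UMIs). The log2 ratio was 0.35 (0.15 to 0.56), but 0.21 (0.01 to 0.41) without doublet removal and 0.24 (0.02 to 0.47) with more than 500 genes and a mitochondrial share under 1%. In other classes, *Cx3cr1* was also higher in choroid plexus-like nuclei (0.56, 0.13 to 0.99), and its intervals held 0 elsewhere, as in ependymal-like nuclei (−0.48, −1.22 to 0.24). Genes of activated microglia were higher in 7 of 9 measured members (median 0.37, percentile 99.5 of matched random lists), with *Fth1*, the ferritin heavy chain, at 0.76 (0.53 to 0.99) and the protease *Ctsb* at 0.37 (0.01 to 0.72). Antigen presentation genes were higher in 9 of 10 members (median 0.48, percentile 99.7), with *Calr* at 0.61 (0.04 to 1.19), whereas the intervals of *Ctss* (0.06, −0.24 to 0.36), *Canx* (0.12, −0.23 to 0.47) and *B2m* (0.24, −0.34 to 0.82) held 0. Homeostatic genes were near equal, with a median of 0.06 over 14 genes, *P2ry12* at 0.30 (0.11 to 0.48) and *Tgfbr1* at −0.08 (−0.22 to 0.05). Interferon response genes did not stand out, with 4 of 7 members lower and a median of −0.29 (percentile 5.74). The activation list was also higher in classes without microglia, at 0.31 in neuron-like nuclei. The median mitochondrial share of microglia-like nuclei was 0.717% in bTBI and 0.50% in sham. Of neuronal genes in these nuclei, *Grin2a* (−0.71), *Gabrb1* (−0.67), *Grm5* (−0.53) and *Gria1* (−0.49) were lower, whereas *Snap25* (0.46) was higher. Whether RNA quality or neuronal RNA bears on the microglia lists was not tested.

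**Figure D4:**
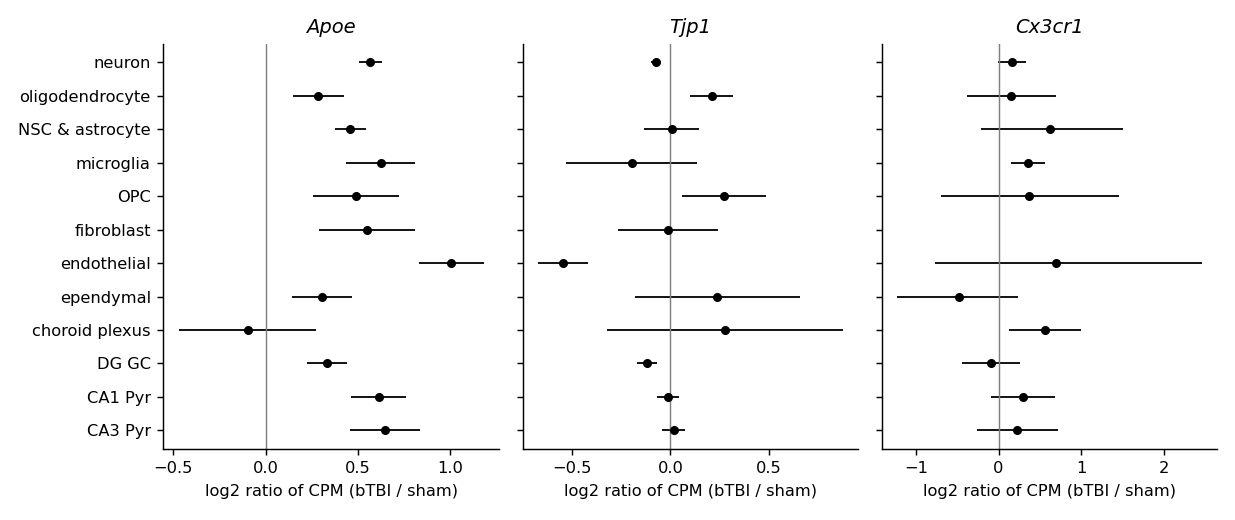
Log2 ratio of CPM, bTBI over sham, with 95% counting intervals, for *Apoe*, *Tjp1* and *Cx3cr1* in each class or sub-type with at least 20 UMIs. The values stand at 0.46 for *Apoe* in NSC & astrocyte-like nuclei, −0.55 for *Tjp1* in endothelial-like nuclei and 0.35 for *Cx3cr1* in microglia-like nuclei.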

Overall, our results demonstrate the reliability of our data and analysis, providing references for future bTBI researches.

Subsequently, we conducted a more detailed analysis focusing on neurons. We used the FindAllMarkers function in the Seurat R package (min.pct = 0.25, logfc.threshold = 0.25) and identified 3,989 marker genes specific to neuronal cells. Based on published literature on known markers, the neuronal clusters fell into 8 sub-types: granule cells in dentate gyrus (DG GC), pyramidal neurons in cornu ammonis 1 (CA1 Pyr), pyramidal neurons in cornu ammonis 3 (CA3 Pyr), two types of GABAergic neurons (GABAergic 1 and GABAergic 2), Subiculum, Cajal-Retzius cell (CR), and DG mossy cell (DG MC)^38–43^ (Fig. 3a). 

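The neuron-like nuclei, 6359 from bTBI and 4974 from sham, fell into 21 clusters of which 19 took a sub-type's name. DG GC-like, CA1 Pyr-like, CA3 Pyr-like, Subiculum-like and Cajal-Retzius (CR)-like neurons were found, with GABAergic neurons of medial (MGE) and caudal (CGE) ganglionic eminence markers. CA1 Pyr-like nuclei were 17.7% of bTBI neurons (95% interval 16.8 to 18.7) and 19.3% of sham neurons (18.3 to 20.5). CA3 Pyr-like nuclei were 8.87% (8.18 to 9.59) and 10.7% (9.81 to 11.5). Subiculum-like nuclei were 16.7% (15.8 to 17.6) and 11.0% (10.2 to 11.9). MGE-like GABAergic nuclei were 6.94% and 7.8%, CGE-like ones 4.81% and 4.85%, and CR-like ones 2.75% and 3.16%. A small CA2 Pyr-like sub-type (0.865% and 1.11%) was also named. The marker lists further named cortical deep layer-like nuclei (4.99% and 2.83%) and thalamus or habenula-like nuclei (2.85% and 0.784%), which lie outside the hippocampal fields. No cluster took the DG MC name. The naming thresholds, set after the clusters were seen, kept 6.64% of bTBI neurons (6.04 to 7.28) and 3.04% of sham neurons (2.58 to 3.55) without a name. CA1 Pyr-like nuclei were the larger share in bTBI, by 3.37 points, when each nucleus was thinned to 2000 UMIs.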

Marker genes of different neuronal sub-types were displayed using the heatmap (Fig. 3b). To further validate the reliability of our annotation, we visualized the distribution of the marker genes for each sub-type on UMAP (Fig. 3c). 

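*Ppfia2* (ENSMUSG00000053825, chromosome 10 from 106470339 to 106935952), a liprin of the presynaptic zone, was highest in DG GC-like nuclei, at 3032 CPM in bTBI and 3179 CPM in sham, with CA2 Pyr-like nuclei next at 1986 and 2155 CPM, and 1062 and 1162 CPM in CA1 Pyr-like nuclei. *Pex5l* (ENSMUSG00000027674, chromosome 3 from 32949408 to 33143247), a partner of HCN channels, was highest in CA1 Pyr-like nuclei, at 2851 and 2582 CPM, with 1921 and 2163 CPM in Subiculum-like and 345.5 and 368 CPM in DG GC-like nuclei. *Mpped1* (ENSMUSG00000041708, chromosome 15 from 83779467 to 83858494) was at 218 and 214 CPM in CA1 Pyr-like nuclei, 263 and 277 CPM in cortical deep layer-like nuclei and 11.9 and 7.64 CPM in DG GC-like nuclei. *Spock1* (ENSMUSG00000056222, chromosome 13 from 57421195 to 57908332), a proteoglycan gene, was at 1071 and 1108 CPM in CA3 Pyr-like nuclei, 1176 and 1181 CPM in CA2 Pyr-like nuclei and 29.2 and 30.9 CPM in DG GC-like nuclei. *Fn1* (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200), which encodes fibronectin, was highest in Subiculum-like nuclei, at 83.3 and 108 CPM, against 8.39 and 13.0 CPM in cortical deep layer-like nuclei. *Reln* (ENSMUSG00000042453, chromosome 5 from 21884454 to 22344702), the secreted guide of neuronal layering, was highest in CR-like nuclei, at 2194 and 2746 CPM, with 798 and 764 CPM in CGE-like GABAergic nuclei. *Calb2* (ENSMUSG00000003657, chromosome 8 from 110137502 to 110168210), which encodes calretinin, was sparse in every sub-type. With no DG MC-like cluster, it was highest over both libraries in CR-like nuclei, where it had 17 UMIs in bTBI and 9 in sham, with thalamus or habenula-like nuclei close behind (24.3 against 23.5 CPM).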

Our analysis revealed specific distribution of *Ppfia2* in DG GC cells, enrichment of *Pex5l* and *Mpped1* in CA1 Pyr cells, specific expression of *Spock1* in CA3 Pyr cells, and high expression of *Fn1*, *Reln*, and *Calb2* in Subiculum cells, CR, and DG MC cells, respectively, which support the reliability of our data and annotation results. Furthermore, we found that *Atp2b1* was a specific marker for glutamine excitatory neurons, as it was widely distributed in DG GC cells, CA1 Pyr cells, and CA3 Pyr cells. 

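*Atp2b1* (ENSMUSG00000019943, chromosome 10 from 98914406 to 99026143), a calcium pump of the plasma membrane, was higher in each of these excitatory sub-types than in GABAergic nuclei. It was at 1629.95 CPM in bTBI and 1566 CPM in sham in CA1 Pyr-like nuclei, 975 and 966.5 CPM in CA3 Pyr-like nuclei, and 731 and 744 CPM in DG GC-like nuclei. MGE-like GABAergic nuclei held 287 and 336 CPM, and CGE-like ones 307 and 232 CPM.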

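*Gad2* (ENSMUSG00000026787, chromosome 2 from 22622205 to 22693874), an enzyme that makes GABA, was present in both groups of GABAergic nuclei and higher in the CGE-like one. CGE-like nuclei held 494 CPM in bTBI and 456 CPM in sham, and MGE-like nuclei held 243 and 237 CPM. DG GC-like nuclei held 14.0 CPM in both libraries. The clusters were matched to GABAergic 1 and 2 by their marker lists, MGE to GABAergic 1 and CGE to GABAergic 2.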

The specific marker gene for inhibitory GABAergic neurons- Gad2, was widely distributed in GABAergic 1 cells and GABAergic 2 cells, while with higher expression in GABAergic 2 cells. In addition, the specific marker genes *Sst* and *Cnr1* were highly expressed in GABAergic 1 cells and GABAergic 2 cells, respectively, further supporting our annotation results. 

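*Sst* (ENSMUSG00000004366, chromosome 16 from 23889573 to 23890958), the neuropeptide somatostatin, was highest over both libraries in MGE-like GABAergic nuclei, at 156.5 CPM in bTBI and 76.6 CPM in sham. CR-like nuclei were next, at 95.3 and 77.6 CPM, the latter above the MGE-like level in sham. CGE-like nuclei held 41.0 and 32.3 CPM. DG GC-like nuclei held 37.8 and 31.4 CPM of it. *Cnr1* (ENSMUSG00000044288, chromosome 4 from 33924593 to 33948831), the cannabinoid receptor, was highest in CGE-like nuclei, at 511 and 487 CPM, against 164 and 139 CPM in CR-like, 52.8 and 60.3 CPM in MGE-like and 25.9 and 24.2 CPM in DG GC-like nuclei.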

Notably, we observed a significant reduction in the percentage of DG GC cells among all the hippocampal neuronal sub-types after bTBI. This finding is consistent with previous reports of secondary damage to hippocampal DG neurons after bTBI^44,45^ (Fig. 3d). Additionally, we also identified novel markers for various sub-types of hippocampal neurons, such as *Pex5l* for CA1, *Syn3* for DG, *Robo*1 and *Sulf2* for CA3, and *Ntng1* for Subiculum. 

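DG GC-like nuclei, the granule cells that receive the main cortical input of the hippocampus, made up less of the neurons in the bTBI library. They were 26.9% of bTBI neurons (95% interval 25.8 to 28.0, 1711 nuclei) and 35.4% of sham neurons (34.1 to 36.8, 1762 nuclei). The difference was −8.52 percentage points, and the log2 ratio of the shares was −0.40 (−0.49 to −0.30). Over the alternatives with all neuron-like nuclei as denominator, the difference ran from −5.23 points with doublets removed at the loading rate to −8.87 points without doublet removal. Subiculum-like, cortical deep layer-like and thalamus or habenula-like neurons were larger shares in bTBI, with log2 ratios of 0.60, 0.81 and 1.86 (1.35 to 2.40). Among DG GC-like, CA1 Pyr-like and CA3 Pyr-like nuclei alone, DG GC-like nuclei were 50.3% in bTBI (48.6 to 52.0) and 54.1% in sham (52.4 to 55.9), a denominator chosen after the data were seen. These intervals overlapped under 5 of 10 settings, with differences from −0.219 to −9.63 points. A low-depth cluster of 333 neurons, 269 of them from bTBI, stayed unnamed although its best match was DG GC, and with it counted as DG GC the difference was −5.57 points among all neurons and −1.10 points among these 3 sub-types. With 1 library per condition and a median DG GC-like depth of 6350 UMIs in bTBI and 7401.5 in sham, neither dissection nor yield of nuclei can be separated from the blast. The paper reports the lower percentage as significant and sets it beside previous reports of secondary damage to hippocampal DG neurons.

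**Figure D5:**
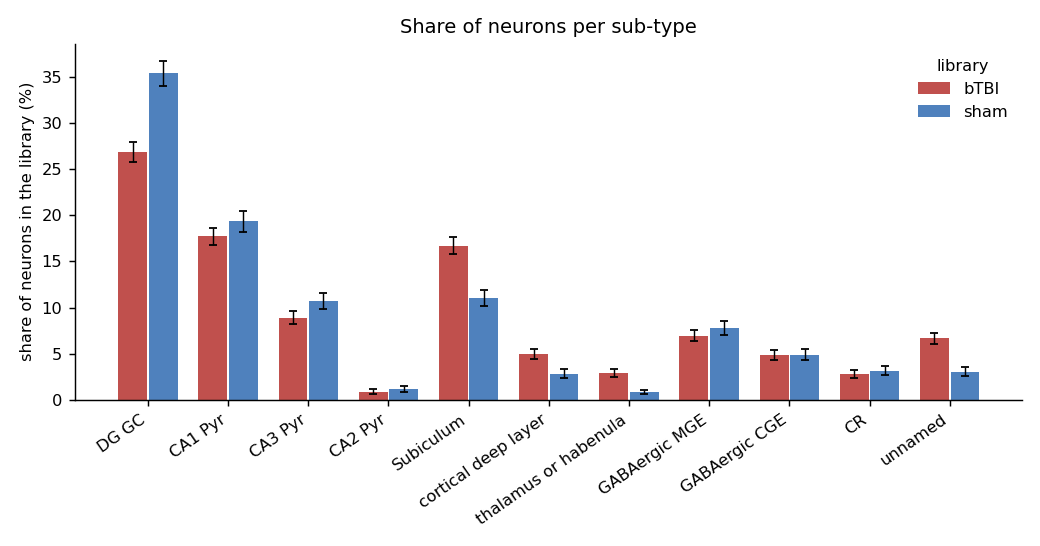
Share of neurons in percent for each neuronal sub-type and for unnamed neurons in the bTBI and the sham library, with exact 95% binomial intervals as error bars. DG GC-like nuclei stand at 26.9% in bTBI and 35.4% in sham.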

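*Syn3* (ENSMUSG00000059602, chromosome 10 from 86055125 to 86498896), which encodes synapsin III, was at 363 CPM in bTBI and 318 CPM in sham in DG GC-like nuclei, against 151 and 145 CPM in CA1 Pyr-like and 556 and 575 CPM in CR-like nuclei. *Robo1* (ENSMUSG00000022883, chromosome 16 from 72308306 to 73046095), a receptor for axon guidance by Slit, was at 846 and 869.8 CPM in CA3 Pyr-like nuclei, with 804 and 824 CPM in CA2 Pyr-like and 130.3 and 132 CPM in DG GC-like nuclei. *Sulf2* (ENSMUSG00000006800, chromosome 2 from 166073089 to 166155663), a heparan sulfatase, was at 119 and 111 CPM in CA3 Pyr-like nuclei, at 81.5 and 78.0 CPM in MGE-like GABAergic nuclei and at 8.01 and 10.4 CPM in DG GC-like nuclei. *Ntng1* (ENSMUSG00000059857, chromosome 3 from 109780040 to 110144011), a netrin-family adhesion protein, was at 979 and 994 CPM in Subiculum-like nuclei. It was also high in thalamus or habenula-like nuclei, at 1014 CPM over both libraries, and reached 451 and 489 CPM in DG GC-like nuclei. *Pex5l* separated CA1 Pyr-like from DG GC-like nuclei more than from Subiculum-like ones.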

To verify the reliability of these novel marker genes, we examined their locations in the hippocampus using the Allen Brain Map database^46^ (Fig. 3e). We found that the expression of these markers locationally matched the corresponding neuronal sub-types, providing further support for the quality and reliability of our data and analysis.

**Fig. 3:**
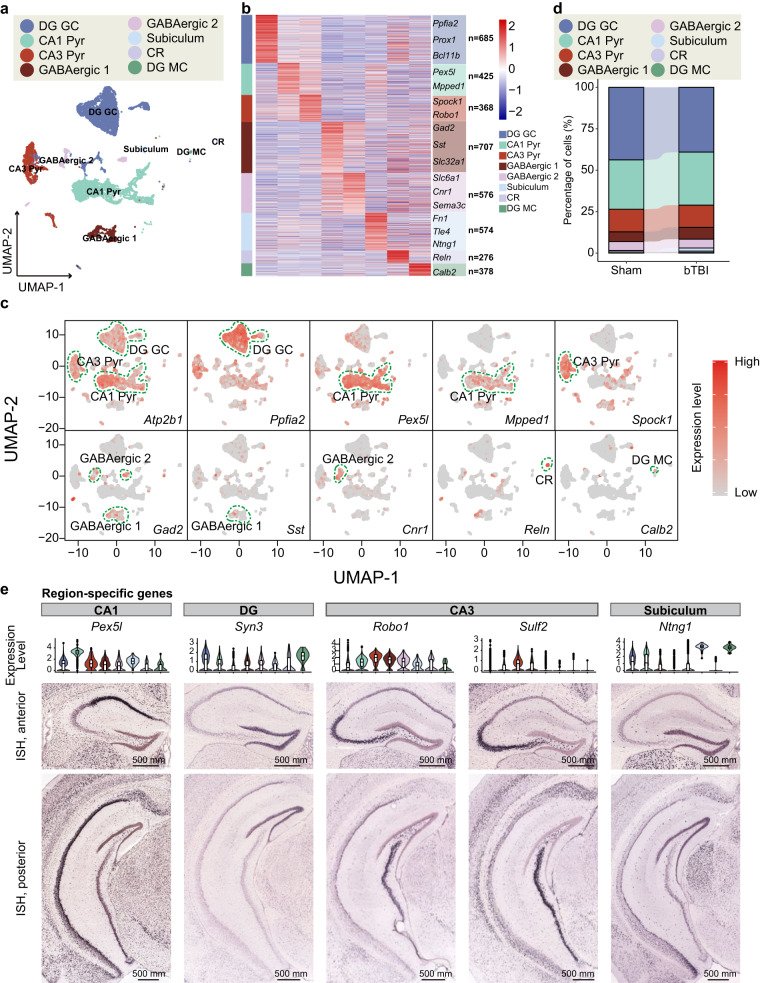
Analysis of subclasses of hippocampal neuronal cells. (**a**) UMAP plot of hippocampal neuron in the hippocampal niche (DG GC, CA1 Pyr, CA3 Pyr, GABAergic 1, GABAergic 2, Subiculum, CR and DG MC). (**b**) Heatmap showing differentially expressed genes catalogued in eight cell types. (**c**) Distribution of marker genes for annotation: *Atp2b1*, *Ppfia2* (DG GC); *Pex5l*, *Mpped1*, *Atp2b1* (CA1 Pyr); *Gad2*, *Sst* (GABAergic 1); *Gad2*, *Cnr1* (GABAergic 2); *Reln* (CR); *Calb2* (DG MC). (**d**) The proportion of nine subtypes of cells in Sham group and bTBI group. (**e**) Region-specific genes.

To visualize the reprogramming route of the NSC & Astrocyte in the hippocampus following bTBI, we grouped and annotated the detailed types of those nuclei at the first step. Using the Seurat R package’s FindCluster, the “NSC & Astrocyte” were divided into 11 clusters unsupervisedly. 

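The 690 bTBI and 513 sham nuclei of the NSC & astrocyte-like class were clustered again with the same settings and fell into 7 clusters. Their sizes were unequal between the libraries. The largest held 33.8% of the bTBI nuclei and 24.4% of the sham nuclei, and the next held 21.3% and 31.6%. At a resolution of 0.4 there were 4 clusters, and at 1.2 there were 9.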

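The few UMIs of *Top2a*, *Mki67*, *Dcx* and *Igfbpl1* in the NSC & astrocyte-like class lay mostly in a single cluster. It was the only one that took a name from the fixed lists, that of active NSC, and held 7.39% of the class in bTBI (95% interval 5.55 to 9.60, 51 nuclei) and 8.97% in sham (6.64 to 11.8, 46 nuclei). Of the UMIs of the division gene *Top2a* in the class, 22 of 24 lay in this cluster, as did 6 of 6 of *Mki67*, 11 of 12 of *Dcx*, which marks neuroblasts, and 12 of 12 of *Igfbpl1*. At a resolution of 1.2, a quiescent NSC-like cluster (84 bTBI and 46 sham nuclei) and a neuroblast-like cluster (14 and 4 nuclei) were named, while the cluster that best matched active NSC (39 bTBI and 45 sham nuclei) was left unnamed, with fewer than 3 detected markers. The neuroblast-like cluster was led by *Reln*, *Ndnf* and *Trp73*, which also mark Cajal-Retzius neurons. Neurogenesis genes over the whole class were divided, with 4 of 8 higher in the bTBI library, a median log2 ratio of −0.05 and *Sox11* at 0.56 (0.02 to 1.10).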

Based on known markers, we grouped those clusters into 5 classes- astrocytes, quiescent NSCs (qNSCs), early active NSCs (aNSCs), late aNSCs, and neuroblasts, and projected them into a 2-dimensional space using the UMAP^28,29,47,48^ (Fig. 4a). Pseudotime trajectories (Fig. 4c) were established for all NSC & Astrocyte using the Monocle2 R package. We identified 4 different branches and 9 different states on this route. At the 4 branch points, cells underwent specific gene expression patterns that determined their cell fate during differentiation (Fig. 4d). We observed that at branch point 4, state 5 (mainly composed of qNSCs and early aNSCs) and state 6 (mainly composed of astrocytes and early aNSC cells) converged to develop into state 4 (mainly composed of early aNSCs), which was then differentiated into state 3 (mainly composed of late aNSCs), and finally into state 1 (mainly composed of late aNSCs and neuroblasts) (Fig. 4b–e). This is consistent with the processes of post-injury neurogenesis reported in previous literature^49–51^. Collectively, these results further demonstrate the reliability of our dataset.

**Fig. 4:**
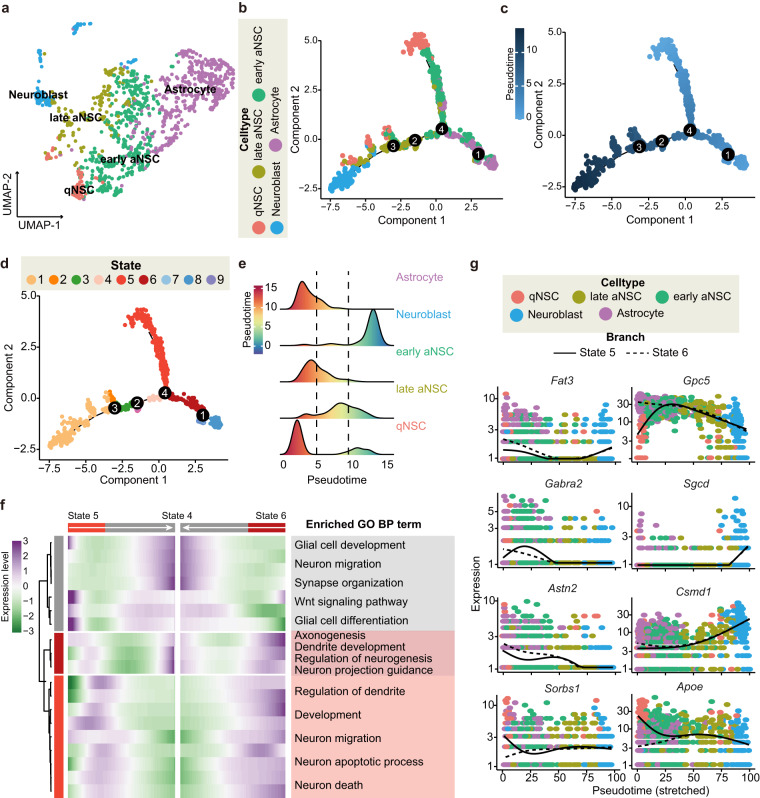
Pseudotime analysis of NSCs in the hippocampus following bTBI. (**a**) UMAP plot showing the annotation of NSCs subtype cells. (**b**) The panel showing cells from different NSCs sub types along the pseudotime trajectory. (**c**) Pseudotime trajectory results of NSCs with DDRTree method for dimension reduction. (**d**) Cell ordering from different differentiation stages along the pseudotime trajectory. (**e**) The main cell types corresponding to different time periods. (**f**) Left: Fate-specific gene expression Heatmap at branching point 4. Right: Biological processes for each cluster. (**g**) Expression pattern of *Fat3*, *Gpc5*, *Gabra2*, *Sgcd*, *Astn2*, *Csmd1*, *Sorbs1*, *Apoe* in the reprogramming route of the NSC&Astrocyte. Branch Y_10: state 5; Branch Y_45: state 6.

To display the detailed information on the gene expression per branch, we selected the characteristic genes in each type of NSC & Astrocyte (gene expression greater than 0.1, expressed in at least 10 cells). Based on this, the NSC & Astrocyte was clustered and dimensionally reduced. Subsequently, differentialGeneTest function was introduced to obtain 1,265 fate-specific genes under different states via unsupervised clustering. Additionally, we presented genes at branch point 4 (Fig. 4f) which may have critical roles in the cell fate determination in the differentiation from the qNSC cells (state 5) and astrocytes (state 6) into early aNSCs (state 4). The heatmap of fate-specific genes determining this process was divided into 3 clusters, and GO enrichment analysis was conducted on the genes within each cluster. Results showed that these genes mainly aggregate in glial cell development, glial cell differentiation, dendrite development, and neuron projection guidance, which is consistent with published literature on the mechanism of neurogenesis after TBI^52^. Finally, we ranked fate-specific genes by p-value and q-value and displayed the top 8 fate-specific genes (Fig. 4g) at branch point 4. Overall, the above analysis indicates that our dataset is of high quality and utility, providing valuable insights into the mechanisms of hippocampal neurogenesis following bTBI and potential targets for promoting neurogenesis.

## Usage Notes

Our raw data bits, based on UMI’s 10x Genomics sample, were uploaded to the database in.fastq format. Various tools, including cellranger (v3.1.0), UMI-tools (v1.0.0), and zUMIs (v2.4.5), can be used to process the raw data. Read10X function in the Seurat R package can be used to generate gene-barcode matrices.

The R packages mentioned in this manuscript, such as Seurat, Monocle2, clusterProfiler, org.Mm.eg.db and others, can be used to perform basic analyses such as quality control, differential expression analysis, pseudotime analysis and GO analysis on the gene-barcode matrices. Matrices could also be processed using other common analysis methods such as Single Cell Regulatory Network Inference and Clustering (SCENIC) and CellChat, which were not discussed in this manuscript. The corresponding code scripts of the analysis mentioned in this study can be accessed in the code availability.

Based on the above-mentioned analysis methods or other analysis methods, this dataset can be used to: (1) explore the heterogeneity of mouse hippocampal cells and identify novel cell types/ sub-types; (2) discover new specific markers for different hippocampal cell types; (3) study the gene expression of hippocampal cells to provide a reference map for subsequent functional researches; (4) investigate the specific gene expression alterations of various types of hippocampal cells after bTBI; (5) reveal the changes in crosstalk between different cell types of mouse hippocampus following bTBI; (6) analyze the dynamic changes of the NSC reprogramming process after bTBI, and its regulatory mechanisms; (7) provide a reference map for the study of the secondary injury and repair mechanisms of bTBI, and identify the diagnostic and therapeutic targets of bTBI.

It is worth noting that snRNA-seq has certain limitations. Compared to single-cell RNA sequencing, snRNA-seq loses transcriptional information in the cytoplasm. At the same time, compared to bulk RNA sequencing, snRNA-seq has a larger and more complex background noise. This issue may require the development of new algorithms to ensure data reproducibility.

## Data Availability

All of the programs we use in this study for analysis are based on open data sets. The version information of the open program and its official website: 1. FastQC (v0.11.9) https://github.com/s-andrews/FastQC. 2. CellRanger (v3.1,0) https://github.com/10XGenomics/cellranger. 3. Seurat (v3.1.4) https://satijalab.org/seurat. 4. ClusterProfiler (v4.6.2) https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html. 5. Monocle2 (v2.4.0) http://cole-trapnell-lab.github.io/monocle-release.

How the deposited data were processed for this re-analysis (not part of the article)

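Frozen hippocampi of mice in a bTBI group and a sham group, 3 mice each, gave 1 library of nuclei per group, taken 48 hours after the blast. The authors made the libraries with the 10x Genomics 3′ kit, compared the reads with GRCm38 and counted UMIs per gene and nucleus with Cell Ranger 3.1.0, the version also given in the header of the deposited matrices. The deposited values are these raw counts, with no normalization, for 30905 genes and the 17657 nuclei called by Cell Ranger. Whether intronic reads were counted is not stated in the paper's text. The conditions were taken from the paper's data records, since the label of the control library alone does not name it as sham. Of the gene symbols, 127 occur more than once, and genes were therefore kept apart by their Ensembl identifiers. Gene positions came from an annotation of GRCm38, matched on these identifiers.

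The counts were read and summed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Nuclei were kept with more than 200 and fewer than 10000 genes, fewer than 100000 UMIs and a mitochondrial share under 10%, which are the paper's thresholds. Doublets were called per library by Scrublet in scanpy 1.11.5 with scikit-learn 1.9.0, at its automatic threshold, since the paper's DoubletFinder was not used here. A fixed rate of 0.8% per 1000 nuclei would have replaced the threshold where it marked under 0.5% or over 15% of a library, which did not occur. Clusters were made in R 4.3.3 with Seurat 5.3.0 and Matrix 1.6.5, with normalization to 10000 UMIs and a log transform, 2000 variable genes, the top 10 PCs and a resolution of 0.8, as in the paper. Neuron-like nuclei, and NSC & astrocyte-like nuclei, were clustered again with the same settings. Figures were drawn with matplotlib 3.10.9.

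Clusters were named by marker lists written before the data were examined. A cluster took the name of the list with the highest score, the mean log2 ratio of the markers' CPM in the cluster over their level at percentile 20 of the clusters, with 5 CPM added to both, and at least 3 markers had to be present in 10% or more of its nuclei. The scoring and its thresholds (4 for glial and other classes, 2.5 for a mixed cluster, 0.8 for neurons and 1 for neuronal sub-types) went through several versions after the clusters, their leading genes and their counts per library had been seen. The markers were not altered. A cluster whose 10 leading genes spoke for another list, or that stood out by few UMIs, was in general left unnamed. An exception was the neuroblast-like cluster found among NSC & astrocyte-like nuclei at the higher resolution. It kept its name although *Reln*, *Ndnf* and *Trp73*, which also mark Cajal-Retzius neurons, were among its leading genes. NSC & astrocyte-like clusters were scored against each other, so markers that they share named none of them. Clusters were left unnamed where neuronal and glial markers were both high.

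With 1 library per condition, no p-value, standard error or count of changed genes was computed from nuclei, and the Wilcoxon tests, KEGG enrichment and differential expression counts of the paper were not repeated. UMIs were summed per class and library. Named genes were chosen by a rule set before the data were examined. The rule took each gene the paper names in its text or prints for a class in Fig. 2c, 3 or 4g, whose values count as seen, the genes at each end of the log2 ratios by size alone, and up to 4 members with most UMIs of each list. A list's value is the median log2 ratio of its members with at least 20 UMIs in a class, set as a percentile among 10000 random lists of the same size matched on deciles of mean CPM. It was given for at least 3 members, in classes of at least 100 nuclei per library, and for endothelial-like nuclei as an addition made after the data were seen. The 26 lists covered metabolism, ribosomes, cytoplasmic and nuclear transcripts, stress, glia, receptors and neurogenesis. The glucocorticoid, circadian clock, neuronal cytoplasmic, oxidative phosphorylation, ribosomal, glycolysis, tight junction and JAK-STAT lists were chosen after Fig. 2c and 2d had been read. Of the list and marker genes, 6 (*Atp5pb*, *Bcl11b*, *Cfap299*, *Clec7a*, *Rian* and *Snhg14*) were not found under these symbols and were not used. The 110 gene labels of Fig. 2c were read by eye, a first reading was replaced after the enlarged figure was read again, and they served only to set each drawn side beside the values here.

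The libraries held 70924998 and 62908583 UMIs. The ratios were tested on simulated data. In neuron-like nuclei, 95.5% of the 95% intervals held the true value for unchanged genes, and a change of 0.25 on the log2 scale was given its right sign in 92.1% of 63 genes. In microglia-like nuclei, these shares were 96.4% and 77.1% of 70 genes. The interval of a gene changed by 0.25 excluded 0 for 66.7% of these genes in neuron-like nuclei and for 8.57% in microglia-like nuclei. Of the random lists with no change, 5 and 3 of 100 fell outside the central 95%. Of the lists shifted by 0.5 on the log2 scale, 20 of 20 lay above it, and smaller shifts of lists were not tested. Coverage was not tested apart for genes whose UMIs lie in few nuclei, such as *Acta2* in fibroblast-like nuclei. These shares therefore do not speak for such genes.

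Each result was computed again under alternatives set before the data were examined. These were no doublet removal, doublets removed at the loading rate, more than 500 genes with a mitochondrial share under 1%, resolutions of 0.4 and 1.2, 20 PCs, nuclei thinned to 2000 UMIs, and neurons assigned one by one from their own marker UMIs, with a margin of 0.1. For ratios they were TMM factors, totals without *Malat1*, mitochondrial and ribosomal protein genes, Seurat's mean measure with a pseudocount of 1, and list members with at least 100 UMIs, with 1000 random lists each. After the data were seen, alternatives were added for the denominator of the DG GC share, for the unnamed and low-depth neuron clusters, for the vascular clusters, for the endothelial lists and for the side of Fig. 2c. Of the tests of explanations, a pair was set before the values were seen, on cytoplasmic transcripts being lower in the bTBI library as Fig. 2c draws them. Since they were higher, that pair was not used. The criteria of the tests on free RNA as the whole difference, in neurons and in DG GC, and on exchanged labels were made stricter after a first version of these tests had been read. The neurological score and the Monocle2 pseudotime were not analysed here. Some genes that the paper names are not reported here.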

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

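The tests of explanations given here were chosen after the results they bear on had been seen. Differences between classes were not tested, since each rests on 1 library per condition.

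Mitochondrially encoded genes went opposite ways in the main hippocampal neurons. All 13 were higher in the bTBI library in CA1 Pyr-like nuclei (median log2 ratio 0.65, *mt-Co1* 0.65 with a 95% interval of 0.59 to 0.70) and in CA3 Pyr-like nuclei (0.60). In DG GC-like nuclei, 12 of 13 were lower (−0.29, *mt-Co1* −0.28 with −0.32 to −0.24). This difference between sub-types was not tested.

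*Tjp1* stood at −0.55 in endothelial-like nuclei, at 0.21 in oligodendrocyte-like nuclei and at 0.27 in OPC-like nuclei, with 95% intervals on opposite sides of 0. The difference between these classes was not tested.

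Glucocorticoid response genes had a median of 0.23 in DG GC-like nuclei (11 of 15 higher, percentile 99.0), −0.40 in oligodendrocyte-like nuclei and −0.92 in ependymal-like nuclei (6 of 8 lower). At 2000 UMIs per nucleus, the median in DG GC-like nuclei was 0.04. The difference between these classes was not tested, and the list was chosen after Fig. 2c had been read.

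In data that the paper does not discuss, the share of endothelial-like nuclei had a log2 ratio of 1.19 (0.81 to 1.59), and that of thalamus or habenula-like nuclei among neurons 1.86 (1.35 to 2.40). The paper does not report on cholesterol synthesis, which had a median of 0.39 in oligodendrocyte-like nuclei with 16 of 16 genes higher in the bTBI library, *Fdft1* at 0.33 (−0.01 to 0.67) among them.

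DG GC-like nuclei were a smaller share of neurons in the bTBI library. For nuclei with at least 2000 UMIs, the tables argue against depth as the whole cause. Thinned to 2000 UMIs, the difference was −7.65 points, with 95% intervals apart. That setting left out 199 bTBI and 74 sham neuron-like nuclei with fewer UMIs, so it cannot decide on depth for low-depth nuclei. The tables also argue against a larger denominator from unnamed neurons. Without them, the difference was −7.71 points, with 95% intervals apart. DG GC missed in the low-depth cluster may account for part of it, since with that cluster counted as DG GC the difference was −5.57 points with intervals apart, and −1.10 points with intervals that overlap among DG GC-like, CA1 Pyr-like and CA3 Pyr-like nuclei alone. More tissue from outside the DG and CA fields in the bTBI sample remains open, as among these 3 sub-types the intervals were apart under 5 of 10 settings and overlapped under 5, with differences from −0.219 to −9.63 points. A loss of granule cells after the blast also remains open, untested, and cannot be told apart from the dissection with 1 library per condition.

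As a list, abundant neuronal cytoplasmic transcripts were higher in the bTBI library, with a median of 0.52 in neuron-like nuclei. Depth as the cause stays open. The median was 0.52 at 2000 UMIs per nucleus. Random thinning keeps the make-up of each nucleus on average, so this value cannot decide it. Neuron-like nuclei held a mean of 46.6 of the list's UMIs in bTBI and 44.4 in sham. Their mean depths were 9090 and 10503 UMIs. More free RNA in the bTBI droplets may contribute, since the lowest median in 4 glial classes was 0.31. Hemoglobin, which blood cells make, was also higher in bTBI in these classes (37.7 against 9.17 CPM in oligodendrocyte-like nuclei, 18.2 against 11.2 CPM in OPC-like nuclei). It was higher in neuron-like nuclei too (11.8 against 3.41 CPM). It was not higher in choroid plexus-like nuclei (9.05 against 12.8 CPM) or in endothelial-like nuclei, which held the most (1698 against 1794 CPM). Fibroblast-like nuclei were near equal (46.5 against 44.6 CPM). The higher hemoglobin may also reflect more blood in the bTBI sample. Whether free RNA makes up the whole difference stays open, since in neuron-like nuclei it was 2.26 UMIs per nucleus against 3.53 to 4.61 in glia, but 8.22 against 3.70 to 6.93 with sham scaled to the depth of bTBI, and in DG GC-like nuclei it was 7.70 by means and 3 by medians. A response of the neurons to the blast remains open, untested.

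Nearly all gene labels of Fig. 2c, read by eye, lay on the other side of 0 from the deposited libraries, 108 of 110. The tables argue against a figure drawn throughout as sham over bTBI, since *Apoe* in NSC & astrocyte-like nuclei lay on the drawn side with intervals no nearer to 0 than 0.26 under the settings that gave one, and *Cx3cr1* in microglia-like nuclei with 0.15, a bound that ran from 0.01 to 0.16 over the settings. For the other labels that account stays open, because their share of 98.2% is the pattern itself. Whether the libraries carry each other's label also stays open, since the DG GC share (−8.52 points, the direction of Fig. 3d), the numbers of nuclei and the directions that the paper's text states for *Apoe* (0.46), *Cx3cr1* (0.35) and *Tjp1* (−0.55 in endothelial-like nuclei) run with the labels, whereas the paper's median UMIs and gene counts lie in the opposite order. No biological explanation was tested.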

How the results depend on the processing

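The alternatives for the denominator of the DG GC share, for unnamed and low-depth neurons, for the vascular clusters, for the endothelial lists and for the side of Fig. 2c were chosen after the data were seen. *Apoe*, *Tjp1* and *Cx3cr1* kept their directions under every alternative that gave a value, and the DG GC share was lower in bTBI under all of them. TMM factors, and totals without *Malat1*, mitochondrial and ribosomal protein genes, moved no ratio by more than its interval. Of 827 list values under alternatives, 689 stayed within the main random range, 121 moved, 107 of them nearer to 0, and 17 turned sign. Of 929 values of named genes, 710 stayed within the main interval, 208 moved and 11 turned sign. Of 162 class shares, 139 stayed and 23 moved. Of 258 shares of sub-types other than DG GC, 170 stayed, 86 moved and 2 turned sign. The limit on genes and mitochondrial share gave no endothelial-like, ependymal-like or fibroblast-like class, so no values there. With the ratio turned round, 108 labels of Fig. 2c lay on the drawn side. No paired analysis was possible because no pairing of the libraries is known. Depth limits the values of microglia-like nuclei, of which 200 in bTBI and 170 in sham held fewer than 2000 UMIs.

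The following values moved past their main interval, and the cause was not tested. The medians of genes per nucleus were 1161 and 1158 at 2000 UMIs, by the construction of that setting. After the filters, UMIs correlated at −0.138 with the mitochondrial share and at 0.949 with genes. Before the filters, the latter was 0.95 within bTBI and 0.914 within sham. There were 18 neuron clusters with 20 PCs and 4 NSC & astrocyte clusters at a resolution of 0.4. The neuron share in bTBI and sham was 66.0% and 64.4% without doublet removal, 71.6% and 68.3% with more than 500 genes and a mitochondrial share under 1% (3.24 points apart), and 75.1% and 72.9% at 2000 UMIs. The DG GC share in bTBI was 32.1% with doublets at the loading rate, 31.3% at a resolution of 0.4, 33.4% at 1.2, 29.2% with 20 PCs, 30.3% at 2000 UMIs, 18.7% by each nucleus's own markers, 28.8% without unnamed neurons and 31.1% with the low-depth cluster counted as DG GC. In sham it was 37.3% at the loading rate, 32.8% under the limit on genes and mitochondrial share, 38.9% at 1.2, 37.7% with 20 PCs, 37.9% at 2000 UMIs and 27.4% by own markers. The difference was −5.23 points at the loading rate, −5.45 under the limit on genes and mitochondrial share, −5.43 at 0.4, −5.46 at 1.2 and −5.57 with the low-depth cluster. *Apoe* had 0.34 by Seurat's measure and 0.37 at 2000 UMIs, and *Tjp1* −0.40 at 2000 UMIs. List medians below the central 95% numbered 12 at 2000 UMIs and 15 of fewer pairs under the limit on genes and mitochondrial share.

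The following values turned sign, and the cause was not tested. The CA1 Pyr share was larger in bTBI by 3.37 points at 2000 UMIs and by 0.264 points by own markers. At 2000 UMIs, the list medians were 0.0328 for stressed oligodendrocyte in DG GC, −0.23 for tight junction and blood-brain barrier, −0.17 for reactive astrocyte and −0.0943 for axon injury in CA1 Pyr, and 0.0286 for circadian clock, 0.11 for interferon response and −0.0871 for reactive astrocyte in CA3 Pyr. With members of at least 100 UMIs, they were −0.00612 for tight junction and blood-brain barrier in CA1 Pyr, and 0.0813 for interferon response and −0.0812 for reactive astrocyte in CA3 Pyr. By Seurat's measure, they were 0.00124 for stressed oligodendrocyte in DG GC, and −0.0475 for microglia activation and 0.0403 for GABA-A receptors in endothelial nuclei. Without doublet removal, they were 0.0768 for GABA-A receptors in microglia, 0.0641 in endothelial nuclei and 0.00817 for circadian clock in CA3 Pyr. Stressed oligodendrocyte genes in DG GC were at 0.0256 under the limit on genes and mitochondrial share. Without doublet removal, microglia had *Slit3* at 0.47, *Lingo2* at 0.00928, *Dlgap2* at 0.37, *Kirrel3* at 0.21, *Dab1* at 0.24 and *Adarb2* at 0.24, and CA1 Pyr had *Glis3* at 0.80. *Kirrel3* in microglia was at 0.63 under the limit on genes and mitochondrial share. At 2000 UMIs, endothelial nuclei had *Fras1* at 0.27, *Gm29683* at −0.31 and *Ror2* at −0.73.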

Differences from the paper's values

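No test was made in this part, and the added alternative named here was chosen after the values were seen.

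The paper divides NSC & astrocytes into 11 clusters, whereas 7 were found here. Of the alternatives set before the data were examined, 9 clusters at a resolution of 1.2 lie within 1.5 times the paper's number, and 4 clusters at a resolution of 0.4 do not. The paper groups these clusters into 5 classes, whereas 1 cluster took a name here, with 1 at a resolution of 0.4 and 2 at 1.2, so that neither alternative comes within 1.5 times.

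The paper gives median UMIs of 6568 and 5801 and gene counts of 2658 and 2480 per nucleus, in its order of bTBI and sham. The library labelled bTBI held 5801 UMIs and 2480 genes at the median, and the library labelled sham 6567.5 UMIs and 2658.5 genes, the opposite order. The numbers of nuclei, 9823 and 7834, match the paper in its order.

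Fig. 2c draws 110 gene labels as higher or lower in a class. Read by eye, 108 lay on the other side of 0 from the values here, 107 of them with 95% intervals away from 0. The 59 labels drawn as up had a median log2 ratio of −0.58, and the 51 drawn as down a median of 0.72. *Apoe* in NSC & astrocytes and *Cx3cr1* in microglia lay on the drawn side. Without the mural labels, set here beside fibroblast-like nuclei, it was 94 of 96, and with more than 500 genes and a mitochondrial share under 1% it was 70 of 72. For oligodendrocytes, the figure draws *Fkbp5* and *Hif3a* as up, and their values here were −1.32 and −2.96. For neurons, it draws *Ubb* and *Fth1* as down, and their values were 0.77 and 0.69. With the ratio turned round, an alternative chosen after the values were seen, 108 labels would lie on the drawn side and *Apoe* and *Cx3cr1* would not.

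Of 42 pairs of a marker and its class in the paper, 31 were highest in that class here, under the main settings. This tally is only rough. *Atp2b1* is named for 3 sub-types, *Gad2* for both GABAergic ones and *Vtn* for mural and endothelial cells, where only 1 can be highest, and *Acta2* and *Tagln* were counted for mural cells by fibroblast-like nuclei. Where the paper names *Syn3* for DG GC and *Sema3c* for GABAergic 2, CR-like nuclei held more (565 and 674 CPM over both libraries, against 339.8 and 181). *Mpped1*, named for CA1, was higher in cortical deep layer-like nuclei (267 against 216 CPM), as was *Tle4*, named for Subiculum (555 against 47.4 CPM). *Spock1*, named for CA3, was higher in CA2 Pyr-like nuclei (1179 against 1090.3 CPM), and *Ntng1*, named for Subiculum, in thalamus or habenula-like nuclei (1014 against 985 CPM). For mural cells, *Vtn* was lower in fibroblast-like than in endothelial-like nuclei (159.8 against 366 CPM), but the mural-like nuclei found by clustering the vascular clusters again held 398 CPM in bTBI and 755 CPM in sham. No DG MC-like cluster was found for *Calb2*.

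For the DG GC share of neurons, Fig. 3d shows about 39% in bTBI and about 44% in sham, read by eye, and the shares here were 26.9% and 35.4%, lower in bTBI as in the figure. The pairs lay within 1.5 times of each other under each clustering alternative set before the data were examined, but not when each neuron was assigned by its own marker UMIs (18.7% and 27.4%).

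Fig. 2d draws JAK-STAT signaling as lower in several cell types. It shows KEGG enrichment, which was not repeated, so a list median is not the same measure. Whether its side is drawn as in Fig. 2c, where most labels lay opposite, was not tested. Here the median of JAK-STAT genes was outside the central 95% of random lists, on either side, in none of the 11 classes, with percentiles from 3.21 in microglia-like nuclei (−0.20) to 80.9 in NSC & astrocyte-like nuclei (0.11).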

Other observations

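No explanation was tested in this part, and the genes of endothelial-like and fibroblast-like nuclei come from the rule set before the data were examined.

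Endothelial-like nuclei of the bTBI library held more of the cystine and arginine transporter genes *Slc7a11* (log2 ratio 3.23, 95% interval 2.71 to 3.81, 698 UMIs in bTBI and 30 in sham) and *Slc7a2* (3.58, 1.99 to 5.89, 89 and 3 UMIs). *Slc7a11* also leads the fibroblast-like cluster. In fibroblast-like nuclei, the contractile genes *Tagln* (−3.32, −4.50 to −2.31) and *Acta2* (−2.13, −2.75 to −1.55) were lower in bTBI, with the opposite order in endothelial-like nuclei. The former ratios rest on few nuclei, since 107 of 108 *Acta2* and 65 of 69 *Tagln* UMIs of the sham class lay in 8 nuclei. Contractile nuclei were not fewer in bTBI, with 15 against 11 in the sub-cluster these genes lead, and 12 and 8 of them were fibroblast-like. In choroid plexus-like nuclei, the clock genes *Per1* (−1.86, −3.02 to −0.85) and *Per2* (−1.69, −2.62 to −0.86) were lower. In OPC-like nuclei, the GABA-A receptor gene *Gabra2* had −0.83 (−1.18 to −0.49) and the chaperone gene *Hspa8* 0.80 (0.50 to 1.10).

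Glutamate receptor genes lay slightly lower in CA3 Pyr-like nuclei, with 16 of 19 lower, a median of −0.09 (percentile 1.74) and *Grm5* at −0.09 (−0.11 to −0.06) and *Grm7* at −0.03 (−0.05 to −0.00), whereas *Gria1* (0.05, 0.03 to 0.08) and *Grin2a* (0.07, 0.04 to 0.09) were higher. GABA-A receptor genes had medians of −0.05 in neuron-like and −0.31 in microglia-like nuclei (7 of 9 lower), the latter 0.0768 without doublet removal. Axon injury genes were higher in DG GC-like nuclei (6 of 8, median 0.44), with *Jun* at 0.63 (0.47 to 0.79) and *Chl1* at −0.00 (−0.07 to 0.06). Genes of p53 and cell death had a median of 0.19 in DG GC-like nuclei (8 of 11 higher, percentile 86.5). Nuclear-retained long non-coding RNAs had a median of −0.13 in DG GC-like nuclei (5 of 8 lower, percentile 0.55) and of −0.00 in CA1 Pyr-like nuclei. Genes of stressed oligodendrocytes had a median of −0.27 in oligodendrocyte-like nuclei (5 of 8 lower, percentile 1.57), where *Il33* was at −0.69 (−0.88 to −0.51), and this list shares *Sgk1* with the glucocorticoid list. Of the cytokine and NF-kB genes, 3 reached 20 UMIs in oligodendrocyte-like nuclei and all 3 were lower (median −1.04), and 3 did so in microglia-like nuclei (−0.34, percentile 12.4).

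Genes that Fig. 4g shows for branch point 4 differed more among the clusters of NSC & astrocyte-like nuclei than between the libraries in several cases. *Gpc5* was at 13614 CPM in bTBI and 15575 CPM in sham in the cluster where it was highest, and at 3724 and 4597 CPM in the active NSC-like cluster. *Sgcd* was highest in the active NSC-like cluster, at 367 and 599.6 CPM, as was *Csmd1*, at 3296 and 3998 CPM. *Fat3* was at 713 and 573 CPM there, *Astn2* at 284 and 213 CPM, and *Gabra2* at 262 and 239.9 CPM. *Apoe* was higher in bTBI in 6 of 7 clusters, at 1403 and 806 CPM in the active NSC-like one. The exception held 2 sham nuclei.

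*Xist* was at 0.992 CPM in bTBI and 0.77 CPM in sham, and 4 Y-linked genes together at 340.2 and 382 CPM, as in male mice. Nuclei with a hemoglobin UMI were 7.5% of neuron-like nuclei in bTBI and 3.44% in sham, and 20.1% and 17.3% of endothelial-like nuclei.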
